# Experimental *Babesia rossi* infection induces hemolytic, metabolic, and viral response pathways in the canine host

**DOI:** 10.1186/s12864-021-07889-4

**Published:** 2021-08-16

**Authors:** Rachel L. Smith, Amelia Goddard, Arun Boddapati, Steven Brooks, Johan P. Schoeman, Justin Lack, Andrew Leisewitz, Hans Ackerman

**Keywords:** *Babesia rossi*, Canine host, Time course RNA-seq, Host response to infection, Hemoprotozoan parasite

## Abstract

**Background:**

*Babesia rossi* is a leading cause of morbidity and mortality among the canine population of sub-Saharan Africa, but pathogenesis remains poorly understood. Previous studies of *B. rossi* infection were derived from clinical cases, in which neither the onset of infection nor the infectious inoculum was known. Here, we performed controlled *B. rossi* inoculations in canines and evaluated disease progression through clinical tests and whole blood transcriptomic profiling.

**Results:**

Two subjects were administered a low inoculum (10^4^ parasites) while three received a high (10^8^ parasites). Subjects were monitored for 8 consecutive days; anti-parasite treatment with diminazene aceturate was administered on day 4. Blood was drawn prior to inoculation as well as every experimental day for assessment of clinical parameters and transcriptomic profiles. The model recapitulated natural disease manifestations including anemia, acidosis, inflammation and behavioral changes. Rate of disease onset and clinical severity were proportional to the inoculum. To analyze the temporal dynamics of the transcriptomic host response, we sequenced mRNA extracted from whole blood drawn on days 0, 1, 3, 4, 6, and 8. Differential gene expression, hierarchical clustering, and pathway enrichment analyses identified genes and pathways involved in response to hemolysis, metabolic changes, and several arms of the immune response including innate immunity, adaptive immunity, and response to viral infection.

**Conclusions:**

This work comprehensively characterizes the clinical and transcriptomic progression of *B. rossi* infection in canines, thus establishing a large mammalian model of severe hemoprotozoal disease to facilitate the study of host-parasite biology and in which to test novel anti-disease therapeutics. The knowledge gained from the study of *B. rossi* in canines will not only improve our understanding of this emerging infectious disease threat in domestic dogs, but also provide insight into the pathobiology of human diseases caused by *Babesia* and *Plasmodium* species.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07889-4.

## Background

Hemoprotozoal parasites cause significant morbidity and mortality in both humans and animals [1–6]. Parasites of the genus *Babesia* are the most common blood transfusion-transmitted pathogen in the United States and are the second most ubiquitous tick-borne pathogen in animals [7–9]. World-wide, human babesiosis is emerging as the tick vector expands its territory and encounters more people than ever before [4, 9].

*Babesia rossi*, a common parasite in wild jackals, is known to cause the most severe disease of all the *Babesia* species infecting canines [10], and is a leading cause of infectious morbidity and mortality among the susceptible domestic dog population in South Africa [11]. Over the course of several decades, observational studies of naturally-occurring *B. rossi* infections in canines have led to clinical and pathological descriptions of the disease [12, 13]. For one, clinical presentation and laboratory measurables are used to objectively classify the disease as uncomplicated or complicated. Predictors of severity and poor outcome are largely known. The host response to infection consists of pro-inflammatory cytokine storm [14]. Additionally, some individual organ systems have been described in terms of pathology; others are currently being studied [15]. Understanding the pathogenesis of severe babesiosis in a large mammal may provide insights into human severe malaria, which shares key pathophysiologic features such as hemolysis and inflammation that lead to multiple organ dysfunction [16, 17]. However, conclusions drawn from clinical case series are unreliable because the days that have elapsed from initial infection to presentation to clinic are unknown. As such, the clincal and transcriptomic time course of the disease was unable to be characterized.

To advance our understanding of the temporal dynamics of the host response to *B. rossi* infection, we performed a controlled infection with identical replicates in which both the infectious inoculum and time of infection were known. We inoculated purpose-bred canines with clinical isolates of *B. rossi* at two dose inocula and recorded clinical and laboratory measures of disease severity and progression on a daily basis. We extracted RNA from whole blood collected at six timepoints and subjected it to RNA-sequencing, differential gene expression analysis, pathway enrichment analysis, and temporal cluster analysis to identify genes and pathways that were differentially expressed as well as groups of genes that had similar expression trajectories over time. These results characterize the host response during the onset and treatment of severe babesiosis in canines and identify both known and novel pathways in the host response to severe hemoprotozoal infection.

## Results

### Clinical time course correlated with infectious inoculum

All 5 experimentally infected subjects developed clinical disease after intravenous inoculation with 10^4^ or 10^8^ parasites. The first signs of overt clinical disease (fever, reduced habitus, and appetite loss) appeared on day 3 in the high inoculum cohort and on day 4 in the low inoculum cohort (Fig. 1). All subjects were treated on day 4 with diminazene aceturate (3.5 mg/kg intramuscularly), blood transfusion, and supportive care. One subject in the high inoculum cohort died suddenly on day 4 despite all attempts to treat it. The remaining subjects all made a full recovery and were homed as pets after completion of the experiment.

**Fig. 1:**
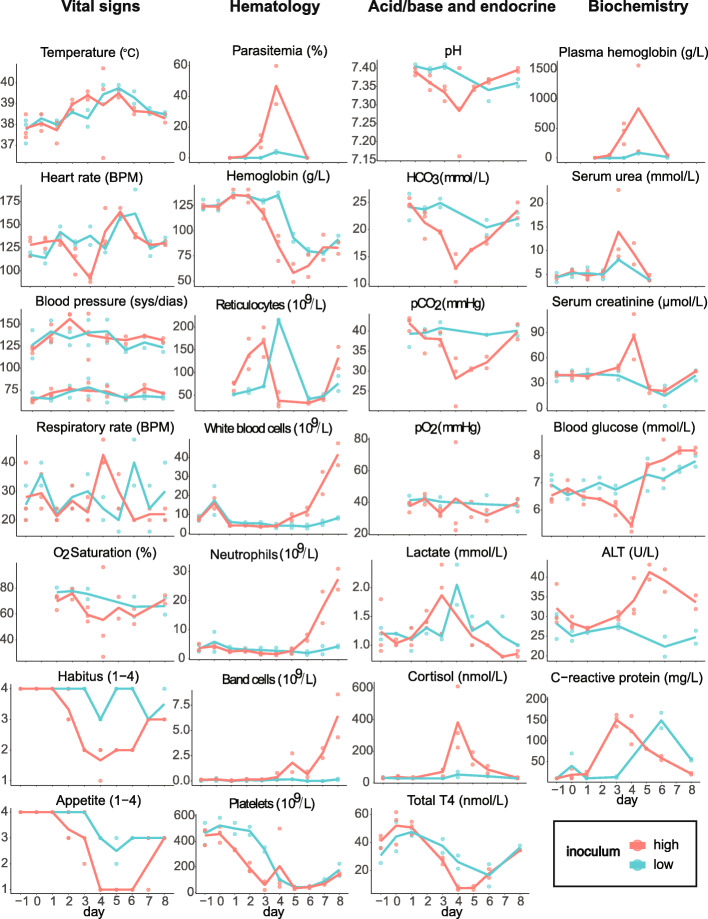
Clinical parameters recorded throughout the experiment reveal inoculum-dependent disease course and severity. Data are provided for each individual (dots) and for high and low inoculum cohort means (lines). ALT: alanine aminotransferase; BPM: beats per minute

### Hematological parameters indicated severe hemolytic anemia

Parasitemia was detectable on day 2 in both the high and low inoculum cohorts. Hemoglobin concentration began to fall after day 2 in the high inoculum cohort and after day 3 in the low inoculum cohort. Plasma hemoglobin, an indicator of intravascular hemolysis, was elevated by day 3 in the high inoculum cohort. The absolute reticulocyte count was low for the degree of anemia present and peaked during peak infection (day 3 in the high inoculum and day 4 in the low inoculum cohort), then began to rise again after treatment had been administered. Both the total white blood cell count and immature neutrophil (band form) count rose steeply after day 5 in the high inoculum cohort. Severe thrombocytopenia developed by day 3 in the high inoculum cohort and by day 4 in the low inoculum cohort (Fig. 1).

### Biochemical parameters revealed impact on multiple organ systems

On days 3 and 4, signs of metabolic acidosis (low pH, low HCO_3_^−^, rising lactate) with respiratory compensation (low pCO_2_) developed in the high inoculum cohort. Serum urea and serum creatinine peaked on days 3 and 4, respectively, indicating an acute but transient decline in glomerular filtration. Serum alanine aminotransferase (ALT) peaked on day 5, indicating acute hepatocellular injury. Blood glucose fell precipitously in the high inoculum cohort and remained low until day 4 when treatment was administered. Cortisol, a stress hormone, peaked on day 4 in the high inoculum cohort. Thyroid hormone (T4) fell in both cohorts and was well below normal in the high inoculum cohort on days 4 and 5. C-reactive protein, a marker of inflammation, peaked on day 3 in the high inoculum cohort and on day 4 in the low inoculum cohort. Together, these biochemical findings describe the acute onset of a severe hemolytic and inflammatory disease affecting multiple organ systems.

### Cytokine concentrations increased during infection and recovery

GM-CSF (granulocyte monocyte chemotactic factor), IL-6, macrophage chemotactic protein, and TNF (tumor necrosis factor) remained low during the first 4 days following inoculation, and then rose steeply after day 4 in one subject in the high inoculum cohort. Keratinocyte chemotactic-like cytokine and IL-10 remained low during the first 3 days following inoculation, peaked in concentration on day 4, then returned to low levels following treatment. IL-8 followed this pattern in the high inoculum cohort but not the low (Fig. 2).

**Fig. 2:**
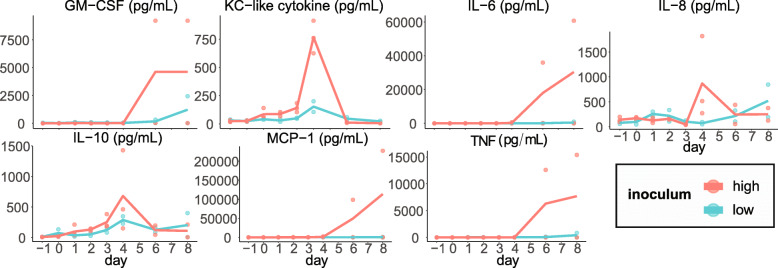
Plasma cytokine concentrations increased with parasitemia or after treatment. Data are provided for each individual (dots) and for high and low inoculum cohort means (lines)

### Quality control assessment reported high quality sequencing data

To understand the effect of *B. rossi* inoculation on the host transcriptomic response over time, blood was drawn into Tempus tubes on experimental days 0, 1, 3, 4, 6, and 8 from each subject. 

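The values reported beside the results were computed from the authors' deposited table of reads counted on each gene, as whole numbers without normalization. It holds 28 libraries, and 1922 of its genes are listed by Ensembl identifier in place of a symbol. Tempus tubes lyse the blood cells and stabilize their RNA at collection, so that each library measures the transcripts of all cells in the blood together. Libraries of the low inoculum cohort came from 3 dogs on day 0, labelled dogs 0, 1 and 2, and from 2 dogs on each later day. Those of the high inoculum cohort came from 3 dogs on days 0, 1 and 3 and from 2 dogs on days 4, 6 and 8. The paper gives 2 dogs for the low inoculum cohort, and its text does not name the animal labelled dog 0, whose only library was kept in day 0. The authors trimmed the reads and mapped them with STAR to the canine reference genome. The paper's text names neither the genome build nor the annotation release, and the table gives no positions, so genes are identified by symbol and Ensembl identifier.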

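Total counts per library ranged from 824187 to 44058833, a 53.5-fold range. In the low inoculum cohort the median total was 31670082 on day 0, 38047015 on day 1, 38121077 on day 3, 12230468 on day 4, 33331258 on day 6 and 38705703 on day 8. In the high inoculum cohort it was 34985849, 36128171, 4328737, 1071098, 33832874 and 37309945 on the same days. From there, library sizes were scaled by edgeR's TMM method, and levels are given as TMM-scaled CPM with the SD over the dogs of a group. All libraries entered 1 model with a mean for each of the 12 groups of inoculum and day, and each day was compared with day 0 of its cohort by edgeR's quasi-likelihood test. A gene is called differentially expressed at an FDR below 0.05, with Benjamini-Hochberg adjustment, and an absolute log2 fold change above 1. Log2 fold changes are against day 0 unless another comparison is named. Groups of 2 or 3 dogs cannot show a difference by ranks alone, and the test pools the spread between dogs over all 12 groups.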

High-quality RNA (mean RINe 9.4 ± 0.29) was extracted from each sample, reverse transcribed, and subjected to 100 bp paired-end next generation sequencing on a NovaSeq instrument. 

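Total counts fell on the days of peak parasitemia. The 7 libraries of day 4 in the low inoculum cohort and of days 3 and 4 in the high inoculum cohort held at most 15520273 counts. The other 21 libraries held at least 30546225 counts, with a median of 36122922, so the totals do not overlap between these sets of libraries. The 3 genes with the most counts, ENSCAFG00000030286, ENSCAFG00000032615 and ENSCAFG00000029904, have no symbol in the table. They took a median of 80.4% of the counts of a library on day 4 in the low inoculum cohort, 58.7% on day 3 in the high inoculum cohort, 30.4% on day 4 in the high inoculum cohort and 33.6% in the other 21 libraries. After TMM scaling, the effective library sizes of the 7 libraries lay between 1039062 and 4722561, against 31039850 to 58220824 in the others. All libraries were sequenced in a single flow cell, so no sequencing batch could be compared. Parasitemia values and the share of aligned reads are not in the deposited table.

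**Figure D1:**
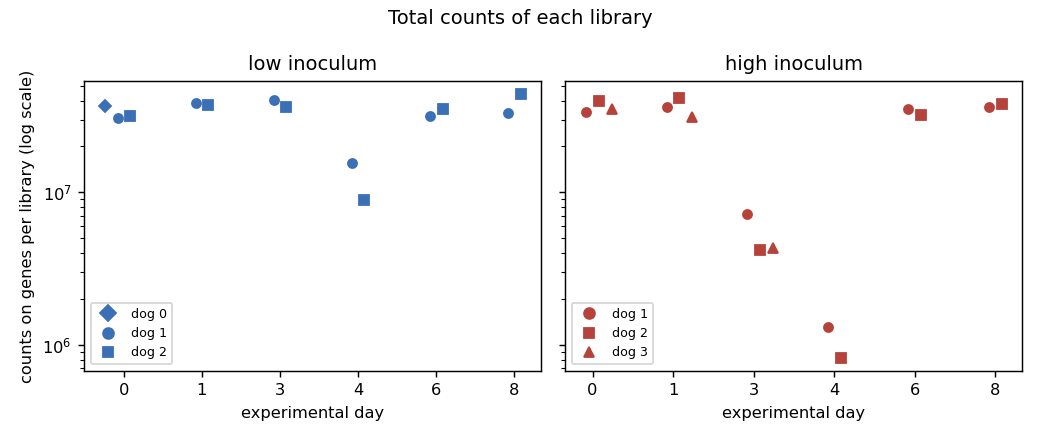
Total counts of each library (log scale, in counts on genes) by experimental day in the low and high inoculum cohorts, with 1 point per library and 1 symbol per dog. The 7 libraries of day 4 in the low inoculum cohort and of days 3 and 4 in the high inoculum cohort lie at or below 15520273 counts, and the other 21 at or above 30546225.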

The number and percentage of reads mapped to the canine genome was inversely related to parasitemia. On day 3 in the high inoculum cohort and on day 4 in both cohorts (when parasitemias were greatest), the number of mapped reads (range 4.0–118.6 million) and percentage of aligned reads (mean 10.3%) was lower than on all other days, when the number of mapped reads per sample ranged from 133.6 to 260.7 million and on average 82.5% aligned to the canine reference genome (Table S1). For all samples, the range of GC content was 47–51%. The sequence data are available in the NCBI database system (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167201).

### Global expression profiles correlated with parasite density

To be included in the analysis, a gene transcript had to be present in two or more subjects in the same inoculum on the same day at 1 count per million (CPM) or greater. 

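Of the genes in the deposited table, 11850 had at least 1 CPM in at least 2 libraries of at least 1 of the 12 groups. The values reported beside the results use these 11850 genes. Requiring the same level in every one of the 12 groups left 8001 genes. Of the 3849 genes between these filters, 1876 fell short only on day 4 in the low inoculum cohort or on days 3 or 4 in the high inoculum cohort, and 1249 of them only on day 4 in the low inoculum cohort. That group had the fewest genes passing, with 8149, against 11378 on day 0 of the same cohort.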

Eight thousand one genes passed this threshold and were used in subsequent analyses. Pairwise correlation of natural log-transformed counts for filtered host genes was high among a cluster composed of all day 0 samples and day 1 samples from the low inoculum cohort (mean *r* = 0.985; Fig. 3a). This implies a high degree of dependence of gene expression on parasitemia and a relatively low level of gene expression variation between subjects. 

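Pearson's r was computed across the 11850 filtered genes on the natural logarithm of the raw count plus 1. Over the 28 pairs formed by the 6 day 0 libraries and the 2 day 1 libraries of the low inoculum cohort, the mean r was 0.983 ± 0.00474 (SD), with a range from 0.970 to 0.992. Over all 378 pairs of libraries the mean was 0.937 ± 0.0285 (SD) and the lowest value 0.868. Genes are not independent replicates, so these values carry no test. Thinning every library to the total of the smallest moved the first mean most, to 0.945. From these correlations the paper reasons that gene expression depended strongly on parasitemia and varied little between subjects.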

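The 5 libraries of day 1 in the high inoculum cohort and day 3 in the low inoculum cohort form 10 pairs, with a mean r of 0.982 ± 0.00276 (SD) across genes and a range from 0.977 to 0.987. Leaving out the libraries of any one dog kept this mean between 0.982 and 0.983.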

A second cluster composed of samples from day 1 in the high inoculum cohort and day 3 in the low inoculum cohort (timepoints that coincided with the onset of parasitemia in each cohort) was also highly correlated (mean *r* = 0.984).

**Fig. 3:**
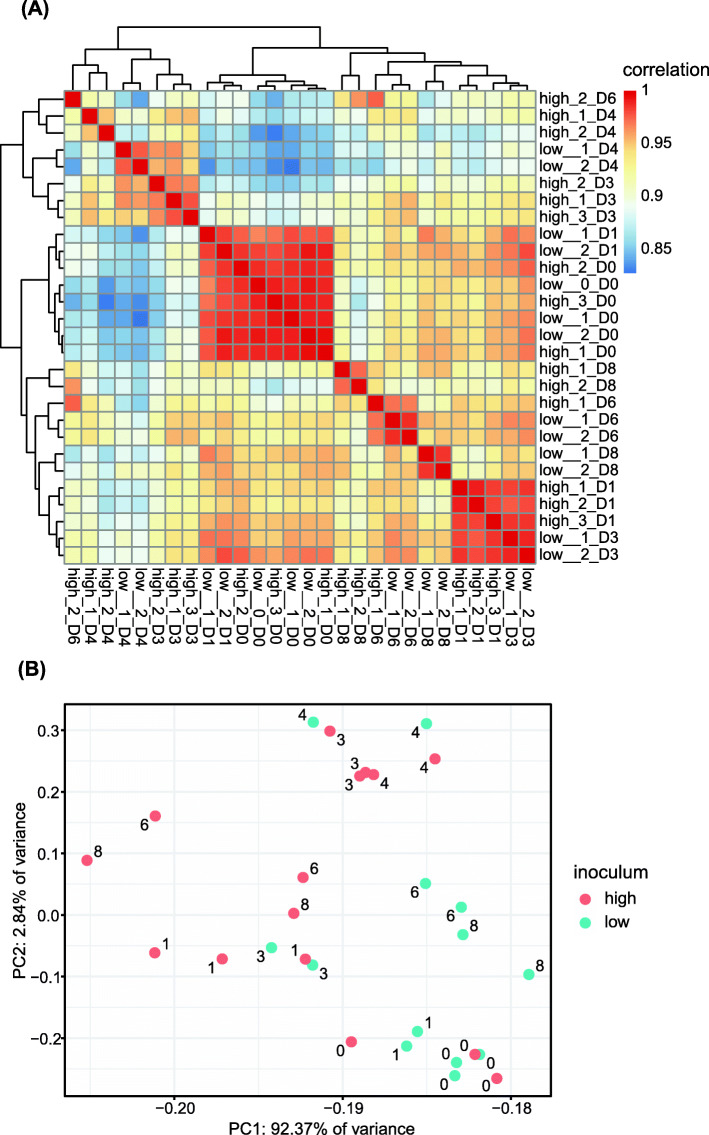
Correlation and cluster analyses of gene expression reveal primary sources of variation. **A** Heatmap showing pairwise correlation of gene expression across all samples. Raw counts were transformed using the nautral log. **B** Principal component analysis (PCA) of all samples. PCs were determined based on the natural log-transformed raw counts. Number label indicates day post-inoculation

Principal component analysis (PCA) of natural log-transformed counts of filtered host genes revealed tight clustering of all day 0 samples along with day 1 samples from the low inoculum cohort (Fig. 3b). The first principal component, which explained 92.37% of expression variation, distinctly separated samples by inoculum during post-treatment days 6 and 8. 

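With samples as the variables and genes as the observations, the first principal component took 93.9% of the variance over the 11850 genes. Genes were not centred on their own mean in this layout, and the score of a gene on the component had a correlation of 1 with its mean log count over the libraries. The coordinates of the libraries lay between 0.171 and 0.207. The highest group means were 0.203 on day 6 and 0.200 on day 8 in the high inoculum cohort, against 0.190 and 0.184 in the low inoculum cohort. On both days every library of the high inoculum cohort lay above every library of the low inoculum cohort, with 2 dogs in each group. Over all 28 libraries the coordinate had a Pearson's r of 0.473 with the log of the total count, so part of its spread follows depth. Of the alternatives set before the data were examined, centring each gene on its mean moved the share most. It was run on the natural log of CPM plus 1, so the scale changed too. Without centring, that scale gave 94.9%. With centring, the first component took 65.5% and did not part the cohorts on these days. Its coordinates were then -44.3 and -20.1 in the high against -43.5 and -25.9 in the low inoculum cohort on day 6, and -13.9 and 15.0 against -25.2 and 10.5 on day 8. The second component of that layout did part them, at 30.4 and 39.8 against 14.1 and 13.4 on day 6 and 12.9 and 17.6 against -6.38 and -7.51 on day 8. So did the first with genes centred on TMM-scaled values, chosen after seeing the data, at 16.5 and 35.0 against 1.35 and 5.17 on day 6 and -1.85 and 12.1 against -23.7 and -19.3 on day 8.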

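The second principal component took 1.94% of the variance. With each gene centred it took 12.2% and was another axis. There the low inoculum cohort had means of -8.24 on day 3, -11.7 on day 4 and -6.94 on day 8. The course given below holds for the layout without centring only. In that layout the mean coordinate on day 0 was -0.25 in the low inoculum cohort and -0.24 in the high inoculum cohort. The lowest and highest of the 6 day 0 libraries were -0.27 and -0.22. The 7 libraries with few counts lay between 0.21 and 0.25. Among the others only that of high dog 2 on day 6 reached this range, at 0.24. Depth and day of infection therefore cannot be told apart on this component for the days of peak parasitemia.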

The second principal component, which explained 2.84% of expression variation, separated samples by day of infection. 

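On the second component, the low inoculum cohort moved from a mean of -0.21 on day 1 to -0.09 on day 3 and 0.24 on day 4, then returned to 0.07 on day 6 and -0.04 on day 8. The ranges of the 2 dogs did not overlap between any of these days. Day 8 lay above the highest day 0 library of the cohort, at -0.24.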

Subjects that received the low inoculum underwent changes in transcriptomic profiles that were distinct for days 3, 4, 6, and 8 after infection, with day 8 returning close to day 0. Subjects that received the high inoculum underwent similar changes in transcriptomic profiles, but the changes were evident at earlier timepoints. 

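The high inoculum cohort had a mean coordinate on the second component of -0.09 on day 1, 0.22 on day 3, 0.25 on day 4, 0.19 on day 6 and 0.10 on day 8. The range over dogs was 0.21 to 0.25 on day 3 and 0.14 to 0.24 on day 6, so these days overlapped. Day 1 of this cohort had the mean of day 3 in the low inoculum cohort, and the spread of the dogs overlapped between these groups.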

High inoculum samples separated on PC1 on days 6 and 8, with both samples on the far left corresponding to the subject that recorded the highest levels of parasitemia. In congruency with the observed progression of clinical signs and symptoms prior to treatment, the changes in transcriptional profiles among subjects that received the low inoculum appear to lag 1–2 days behind those that received the high inoculum as shown on PC2.

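As a measure of the delay between the cohorts, log2 fold changes against day 0 were correlated across the 11850 genes for all 25 pairs of a low and a high inoculum day. The cohorts have separate day 0 libraries, so no library entered both sides. Day 3 in the low inoculum cohort was closest to day 1 in the high inoculum cohort, with a Pearson's r of 0.815, and the next closest day reached 0.582. For day 4 in the low inoculum cohort the closest day was day 3, with an r of 0.736 against 0.472. On days 6 and 8 the closest day was the same day, with an r of 0.763 and 0.649. For day 1 in the low inoculum cohort, on which edgeR's quasi-likelihood test called no gene, the highest r was 0.450, with day 8. With Spearman's coefficient the pairs of days 3 and 4 held, at 0.801 and 0.766, while day 6 in the low inoculum cohort was closest to day 3, at 0.739 against 0.734 for day 6, and day 8 was at 0.545 for day 8 and 0.540 for day 3. Genes are not independent replicates and these values carry no test. After thinning every library to the smallest total, which moved the values most, the pairs of days were the same with an r of 0.276, 0.425, 0.451 and 0.324, but the next closest days reached 0.259, 0.367, 0.430 and 0.258, so little sets days 3 and 6 apart there. The paper reasons from the second component that changes in the low inoculum cohort appear to lag behind those in the high inoculum cohort.

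**Figure D2:**
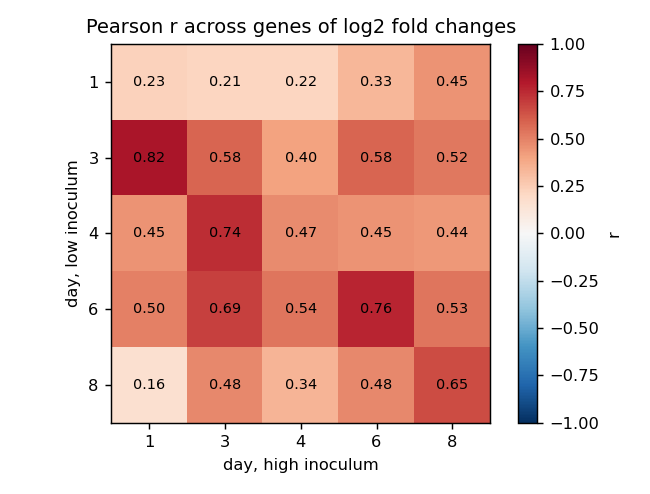
Pearson's r across 11850 genes between the log2 fold changes of each day in the low inoculum cohort (vertical axis) and each day in the high inoculum cohort (horizontal axis). The highest values of the low inoculum rows for days 3 and 4 are in the columns of days 1 and 3, at 0.815 and 0.736.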

### Differentially expressed genes (DEGs) were significantly upregulated throughout infection and recovery

Eight thousand one filtered genes were tested for differential expression (log_2_ fold change > |1|, FDR < 0.05), comparing expression on each experimental day versus day 0. In the low inoculum cohort, 1614 unique genes were differentially expressed on at least one experimental day (Fig. 4a). 

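For the low inoculum cohort, 2977 of the 11850 tested genes were called on at least 1 day. Scaling libraries by total counts alone moved this number most, to 11403. Over the 8001 genes that passed the filter in every group it was 1599, and after thinning every library to the smallest total 1524.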

Twenty-six genes were differentially expressed on every experimental day after day 1 (on which only 4 genes were differentially expressed). 

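A total of 50 genes were called on every day from day 3 to day 8 in the low inoculum cohort, 17 up and 28 down on all of these days. The days share the day 0 libraries, which can make calls recur. In 10 simulations of unchanged groups set against shared day 0 groups, all drawn around 1 mean per gene, at most 1 gene was called on any day. That no gene was called on every day in them therefore does not show whether calls of changed genes recur. The mean r of log2 fold changes between days was 0.318 in the simulations against 0.489 observed, and 24.1% of the genes had the same sign on all 5 days against 43.1%. The simulations leave out differences between dogs, and the same dogs recur on every day, so these gaps cannot be assigned to infection alone. The number rests on single dogs: it was 5 without dog 1, 20 without dog 2 and 19 without dog 0. On day 1 edgeR's quasi-likelihood test called 0 genes, and 1271 genes had an unadjusted p below 0.05. DESeq2 called 26 genes on that day, edgeR's likelihood ratio test 13, and the quasi-likelihood test 5 when only the libraries of the cohort were fitted.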

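For the high inoculum cohort, 4627 genes were called on at least 1 day, and 2349 of these were also among the genes called in the low inoculum cohort. Over the 8001 genes the number was 2475.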

In the high inoculum cohort, 2455 unique genes were differentially expressed on at least one experimental day (Fig. 4b). 

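Of the genes tested in the high inoculum cohort, 91 were called on every day from day 1 to day 8, 39 of them up and 47 down on all days. The simulated unchanged groups gave no such gene in 10 simulations, but at most 1 gene was called on any day in them, so this decides little. Their mean r between days was 0.254 against 0.521 observed, and 22.5% of the genes had the same sign on all days against 46.5%. Differences between dogs were left out of them. Leaving out the libraries of 1 dog gave between 73 and 96 genes.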

Fifty-two genes were differentially expressed on every experimental day after inoculation. 

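Within the low inoculum cohort, 363 genes were called on day 3 (261 up and 102 down), 1940 on day 4 (1151 and 789), 1412 on day 6 (771 and 641) and 772 on day 8 (623 and 149). Within the high inoculum cohort, 729 were called on day 1 (427 up and 302 down), 1856 on day 3 (996 and 860), 2023 on day 4 (915 and 1108), 2529 on day 6 (1040 and 1489) and 2247 on day 8 (1001 and 1246). Among called genes, between 98.8% and 100% had a change of the same sign in every dog against its own day 0. Of all tested genes, 62.7% to 85.7% did so. The calls were made in these same libraries, so the gap follows in large part from the selection and decides little. Scaling by total counts alone gave the largest shift, with 11140 genes on day 4 in the low inoculum cohort (210 up and 10930 down) and 7476 on day 3 in the high inoculum cohort (313 up and 7163 down). Under that scaling the median log2 fold change of all tested genes was -2.58 and -1.18 on these days, against -0.07 and -0.06 with TMM factors. Which direction prevailed on days 4, 6 and 8 in the high inoculum cohort was not stable. After thinning every library to the smallest total more genes were up on all 3 days (814 up and 740 down, 701 and 699, 626 and 498). On days 4 and 8 this was also so with the cohort fitted alone (1010 and 821, 1106 and 1068) and without low dog 0, low dog 1 or high dog 1, on day 4 with DESeq2 (1072 and 837) and RLE scaling, and on day 6 with total counts (1294 and 1148). Over the 8001 genes that passed the filter in every group 762, 664 and 622 were up and 583, 527 and 422 down. That filter leaves out genes that fall below 1 CPM on a later day, so the changes themselves decide in part which genes it keeps, and 68.7% to 73.7% of the called genes it drops on these days were down. On day 3 in the low inoculum cohort the number rested on single dogs, and it fell without dog 1 and without dog 2, which leaves 1 library. The down-regulated genes of days 3, 6 and 8 fell in these fits too. Without dog 0 they went from 102 to 33, from 641 to 518 and from 149 to 104. On day 4 the 789 down-regulated genes fell to 283 without dog 1 and 529 without dog 0. On day 6 the number was 893 without dog 2, and on day 8 it was 426 without dog 1 and 393 without dog 2.

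**Figure D3:**
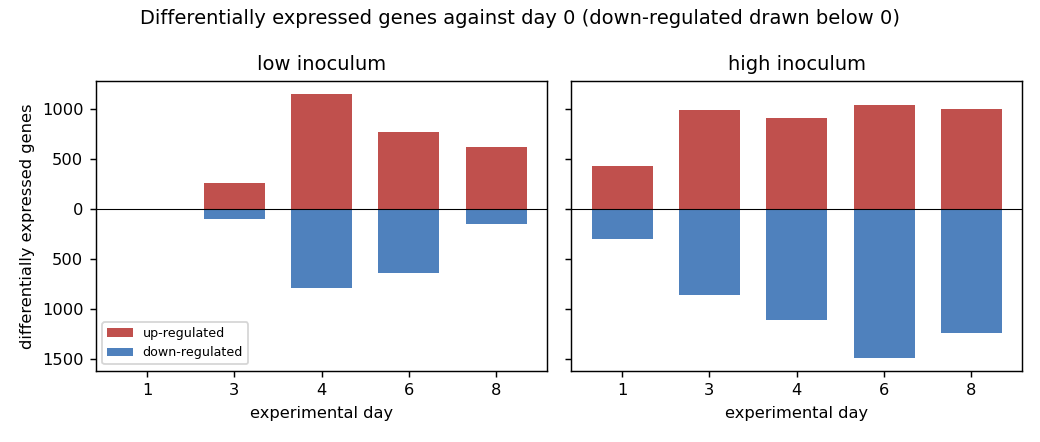
Number of differentially expressed genes against day 0 by experimental day in each cohort, with up-regulated genes drawn upward and down-regulated genes drawn downward from 0. On days 4, 6 and 8 in the high inoculum cohort down-regulated genes outnumber up-regulated genes, at 1108, 1489 and 1246 in this fit, and on each of these days some other settings turn that.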

Table 1 reports the numbers of DEGs that were up- and down-regulated on each day in each inoculum.

**Fig. 4:**
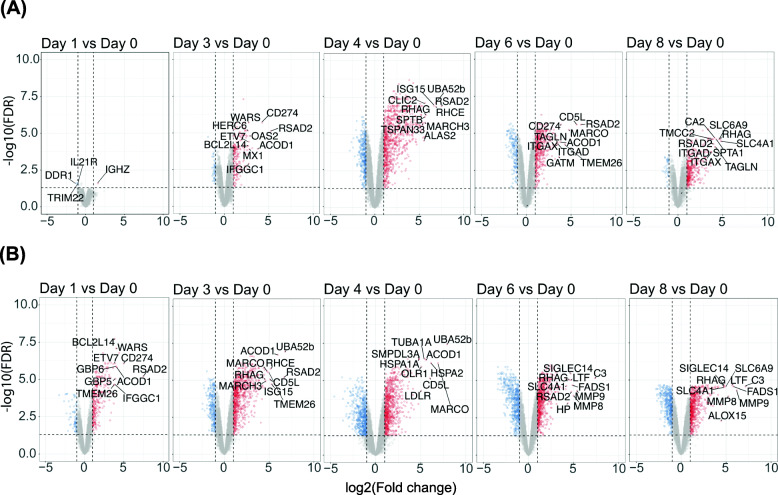
Pairwise differential gene expression for each experimental day versus day 0 in the low (**A**) and high (**B**) inoculum cohorts. Upregulated genes (log_2_(FC) > 1) are displayed in red; downregulated genes (log_2_(FC) < 1) are displayed in blue. Genes that did not meet the thresholds for significance (|log_2_(FC)| > 1; FDR < 0.05) are displayed in gray. Vertical dashed lines indicate the log_2_(FC) threshold; horizontal dashed line indicates the FDR threshold. Labeled DEGs comprise the top 20 with the highest absolute log_2_(FC) on each day in each cohort

**Table 1:** Up- and down-regulation of DEGs in the low and high inoculum cohorts throughout the experimental course

	**Low inoculum**			**High inoculum**		
	Up-regulated	Down-regulated	Total	Up-regulated	Down-regulated	Total
**Day 1**	1 (25%)	3 (75%)	4	290 (80.6%)	70 (19.4%)	360
**Day 3**	193 (81.8%)	43 (18.2%)	236	751 (73.7%)	268 (26.3%)	1019
**Day 4**	856 (72.0%)	333 (28.0%)	1189	753 (57.0%)	568 (43.0%)	1321
**Day 6**	430 (70.6%)	179 (29.4%)	609	661 (55.5%)	529 (44.5%)	1190
**Day 8**	367 (91.3%)	35 (8.7%)	402	617 (59.6%)	419 (40.4%)	1036

Data are reported in each cell as number of DEGs (percentage of total DEGs in given inoculum on given day)

Twelve genes were differentially expressed on every experimental day after inoculation in both inoculum cohorts: *RSAD2, PSTPIP2, GCLM, OBSCN, OAS1, ISG15, DDR1, IL7R, CCR7, CHST2, APOL2,* and *TCF7* (Table S2).

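Over the 11850 genes, 22 were called on every day after day 0 in the high inoculum cohort and on every day from day 3 in the low inoculum cohort. In all 9 comparisons 6 of them were up, 15 down, and CCL5 (ENSCAFG00000018171) changed sign. Among the 6 that rose, RSAD2 (ENSCAFG00000003293) and TNFAIP6 (ENSCAFG00000005660) had the largest log2 fold changes, with 5.30 and 6.58 on day 3 in the low inoculum cohort and 7.54 and 7.19 on day 1 in the high inoculum cohort. PSTPIP2 (ENSCAFG00000017656) lay between 1.36 and 2.26, GCLM (ENSCAFG00000020126) between 1.28 and 2.93, OAS1 (ENSCAFG00000023556) between 1.19 and 5.15, and ENSCAFG00000029830, which Table S2 names APOL2, between 1.36 and 4.38. For 5 of the genes that fell and that the paper names, the lowest value was -3.68 for CHST2 (ENSCAFG00000008005), -3.34 for DDR1 (ENSCAFG00000000448), -2.85 for TCF7 (ENSCAFG00000000990), -2.58 for IL7R (ENSCAFG00000018752) and -3.003 for CCR7 (ENSCAFG00000030300), which was at -2.03 on day 6 in the low inoculum cohort. OTOF (ENSCAFG00000004385) was at -3.05 on day 3 in the low and -2.68 on day 1 in the high inoculum cohort. On day 4 it had no count in either cohort, at least 3.33-fold lower in the low and at least 1.71-fold lower in the high inoculum cohort against a floor of 3 counts over the group. ISG15 (ENSCAFG00000019348) was called in 8 of these comparisons and not on day 8 in the low inoculum cohort, with 1.39 (standard error 0.529, adjusted p = 0.0946) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under DESeq2, the likelihood ratio test, and fits of the cohort or of 2 groups it was called there too. No gene was called on every day in any of the simulated unchanged cohorts, but at most 1 gene was called on any day there. They therefore do not show whether calls of changed genes recur. Without dog 1 of the low inoculum cohort 4 genes were left in both cohorts, and 9 without dog 2. Scaled by total counts alone, PSTPIP2 fell by 0.27 on day 4 in the low inoculum cohort.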

### Gene ontology (GO)- and Reactome-annotated functional enrichment of DEGs

DEGs from each day in each of the high and low inoculum cohorts were separately subjected to pathway enrichment analyses using the GO and Reactome databases (Fig. S1). In the low inoculum cohort, GO pathway analysis identified 23 pathways on day 1, 221 pathways on day 3, 129 pathways on day 4, 208 pathways on day 6, and 243 pathways on day 8 to be significantly enriched. Reactome analysis identified 20 pathways on day 1, 29 pathways on day 3, 80 pathways on day 4, 68 pathways on day 6, and 56 pathways on day 8 as significantly enriched. In the high inoculum cohort, GO pathway analysis identified 281 pathways on day 1, 210 pathways on day 3, 282 pathways on day 4, 217 pathways on day 6, and 181 pathways on day 8 as significantly enriched. Reactome analysis identified 37 pathways on day 1, 48 pathways on day 3, 92 pathways on day 4, 115 pathways on day 6, and 95 pathways on day 8 as significantly enriched.

### Cluster analysis revealed temporal expression trajectories of DEGs

Separate hierarchical cluster analyses were performed on the 1614 DEGs in the low inoculum and the 2455 DEGs in the high inoculum based on the similarity of each gene’s expression trajectory over time. Assessment of clusters using silhouette analysis [18] identified three robust clusters in each inoculum cohort, with silhouette widths (s_i_) of 0.60, 0.57, and 0.50 (weighted mean s_i_ = 0.57) and s_i_ of 0.28, 0.49, and 0.51 (weighted mean s_i_ = 0.40) in the high inoculum (Fig. 5a, d).

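The 2977 genes called in the low inoculum cohort and the 4627 called in the high inoculum cohort were clustered apart on their log2 fold changes on days 1, 3, 4, 6 and 8. As the paper describes, the Pearson correlation between genes was followed by the Euclidean distance between these correlations and Ward's method, with 3 clusters. Cluster 1 was taken as the one with the lowest mean change, cluster 2 as the one with the higher mean of the others on the day of peak parasitemia, and cluster 3 as the remaining one. In the low inoculum cohort clusters 1, 2 and 3 held 993, 1252 and 732 genes, with silhouette widths of 0.619, 0.564 and -0.032 and a mean over genes of 0.436. In the high inoculum cohort they held 1263, 1698 and 1666 genes, with widths of 0.336, 0.279 and 0.298 and a mean of 0.301. Clustering 10 simulated cohorts of unchanged genes in the same way gave mean widths from 0.133 to 0.221 in the low inoculum design and from 0.256 to 0.318 in the high inoculum design. Among the alternatives set before the data were examined, a distance of 1 minus the correlation moved the mean widths most, to 0.539 and 0.364. The share of genes that kept their cluster number across the alternatives ran from 65.1% to 94.0% in the low inoculum cohort and from 24.0% to 91.0% in the high inoculum cohort.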

**Fig. 5:**
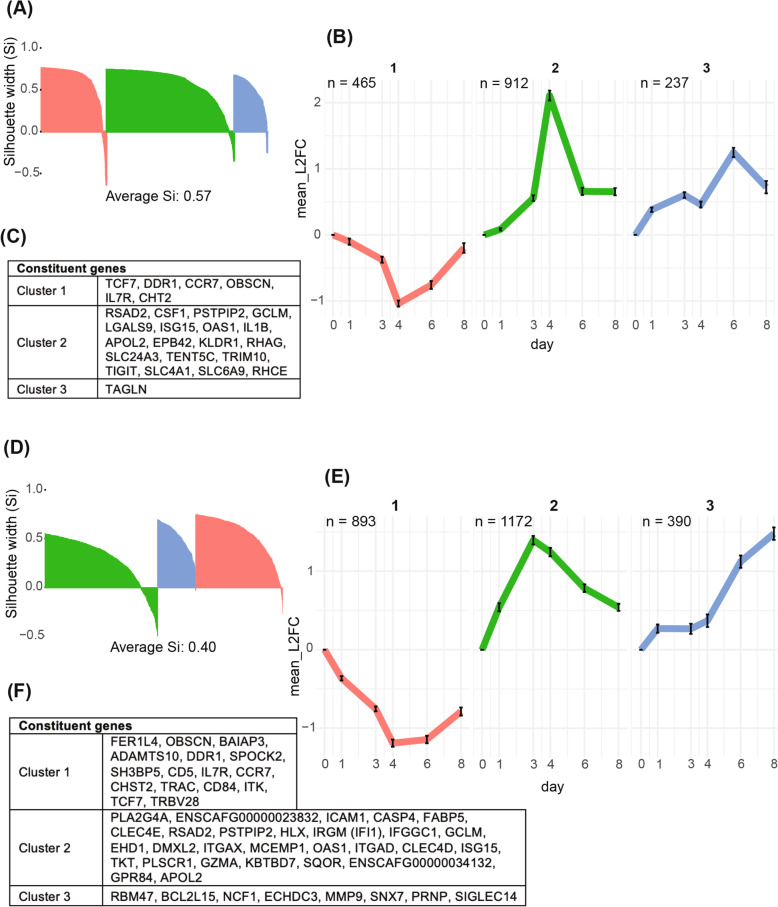
Hierarchical clustering on the log_2_(FC) of DEGs reveals three distinct temporal trajectories in each the low (**A**, **B**, **C**) and high (**D**, **E**, **F**) inoculum cohorts. **A**, **D** Silhouette plots that demonstrate how well each gene fits in its respective cluster. Silhouette width (s_i_) < 0: gene is better suited to a neighboring cluster; s_i_ > 0: gene is best suited in its assigned cluster. **B**, **E** Temporal trajectories of genes by cluster, shown as the average edgeR-calculated log_2_(FC) on each day compared to day 0 for each cluster. Cluster number is shown above each plot; color corresponds to silhouette plot color. Bars indicate 95% confidence intervals. **C**, **F** Constituent genes of each cluster that were differentially expressed on every experimental day in the high inoculum and every day except day 1 in the low inoculum cohort

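A 95% confidence interval over the genes of a cluster takes genes as independent, which genes measured in the same libraries are not, so it describes the genes and not the dogs. On day 4 in the low inoculum cohort, 1.41% of the genes of cluster 1, 99.1% of cluster 2 and 60.5% of cluster 3 were above their day 0 level.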

Each cluster had a distinct temporal trend represented as the mean (95% CI) log_2_ fold change of all genes in a cluster over time (Fig. 5b,e). In both cohorts, cluster 1 consisted of genes that were downregulated as infection progressed and rose toward baseline after treatment. 

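For the low inoculum cohort, the mean log2 fold change of cluster 1 was -0.10 on day 1, -0.40 on day 3, -2.07 on day 4, -0.97 on day 6 and -0.43 on day 8 (95% confidence interval over genes on day 4, -2.19 to -1.96). For the high inoculum cohort, cluster 1 had a mean of 0.06 on day 1, -0.35 on day 3, -1.13 on both days 4 and 6 and -0.85 on day 8. On day 1, 34.6% of its genes were above day 0, and on day 6 18.6%.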

In cluster 2, genes were upregulated as infection progressed and downregulated after treatment. 

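Cluster 2 of the low inoculum cohort rose from a mean log2 fold change of 0.56 on day 3 to 2.20 on day 4 (95% confidence interval over genes, 2.13 to 2.27) and stood at 0.88 and 0.76 on days 6 and 8. Within the high inoculum cohort its mean was 0.05 on day 1, 0.89 on day 3, 1.14 on day 4, 0.35 on day 6 and 0.16 on day 8.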

Cluster 3 trajectories differed slightly between the cohorts. In the low inoculum, genes were upregulated during infection onset (days 1 and 3), downregulated slightly during peak infection (day 4), and upregulated after treatment (day 6) (Fig. 5b). 

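Cluster 3 of the low inoculum cohort had a mean log2 fold change of 0.19 on day 1, 0.20 on day 3, 0.08 on day 4 (95% confidence interval over genes, 0.02 to 0.14), 0.48 on day 6 and 0.53 on day 8. The SD over its genes, 1.34 on day 6, was larger than these means.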

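In the high inoculum cohort, cluster 3 had a mean log2 fold change of -0.13 on day 1, -0.74 on day 3, -2.23 on day 4, -0.06 on day 6 and 0.31 on day 8. On day 8, 54.7% of its genes were above day 0. On day 4 it was 26.1%, and the SD over the genes of the cluster was 3.36, larger in size than the mean. Fitted values of genes without a count on day 4 depend on the prior count. BOC and HPX of this cluster are such genes, both at -11.9. In the setting with the cohort alone, the filter in every group and no robust estimation, chosen after seeing the data because it came to the paper's counts, cluster 3 held 486 genes and rose from 0.13 on day 1 to 0.66, 0.73, 1.21 and 1.52 on days 3, 4, 6 and 8. With day 0 as a further point, also chosen after seeing the data, its means were 0.27, 0.27, 0.37, 1.12 and 1.48.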

In the high inoculum, cluster 3 consisted of genes that were upregulated during infection onset (day 1) and continued to increase expression levels after treatment (day 6) (Fig. 5e). 

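Of the 26 genes named in Fig. 5C, 21 were among the 50 genes called on every day from day 3 in the low inoculum cohort. Of the 52 named in Fig. 5F, 44 could be matched to a gene in the table and 40 were among the 91 called on every day in the high inoculum cohort. These memberships rest on calls near the threshold. The number of Fig. 5C genes found fell without dog 1 and without dog 2 of the low inoculum cohort, which leaves 1 library on each later day. It was 10 without dog 0 and 3 after thinning every library to the smallest total. When only the libraries of the cohort were fitted, the number was 26. For Fig. 5F it was 25 without dog 1 or without dog 3 of the high inoculum cohort.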

Representative gene members of each cluster were identified as those that were differentially expressed at all time points in the high inoculum group and at all time points from day 3 onwards in the low inoculum group; these are listed in Fig. 5c and f.

## Discussion

Our understanding of the pathophysiology of canine babesiosis has, until now, been based on clinical observational studies of natural infection in a broad range of canine hosts who had been exposed to different infectious inocula at variable times in the past. To constrain these sources of clinical heterogeneity, we performed controlled inoculations at two doses in susceptible, purpose-bred laboratory beagles and characterized the infection in terms of clinical manifestations and gene expression changes over time. In doing so, we learned that experimental inoculation with wild *B. rossi* parasites consistently induces the rapid onset of symptomatic canine babesiosis. Both the rate of onset and the severity of disease were related to the size of the infectious inoculum. Disease severity, reflected through behavior, vital signs, hematology, biochemistry, acid-base status, and hormone levels, increased rapidly with the rising parasitemia and responded to treatment.

To further understand the progression of this hemoprotozoal infection which transpires entirely within the hematological system, we monitored host gene expression in circulating whole blood at frequent intervals. The results of transcriptomic analysis identified differential expression of pathways involving (1) response to hemolysis (including erythropoiesis and iron homeostasis), (2) metabolism, and (3) distinct immunological responses including innate immunity, adaptive immunity, and viral response genes. These highlight host pathways that could be targeted to slow disease progression and prevent life-threatening complications. Understanding the pathogenesis of severe babesiosis in canines can not only help us to improve the treatment of canine babesiosis, but also provide insights into the pathophysiology of human babesiosis and the related parasitic disease, severe malaria.

### Hemolysis

Anemia is a hallmark of babesiosis in humans, horses, cattle, and canines [7]. In this experimental model, massive hemolysis, as indicated by the rapid rise in plasma hemoglobin, along with inadequate erythropoiesis caused rapid and severe anemia that required transfusion to correct. After an early rise in reticulocyte counts, the reticulocytosis was suppressed as parasitemia climbed and remained inadequate for several days after treatment with an anti-parasite drug, implying that the parasite or the host response to infection was limiting erythropoiesis or blocking the release of reticulocytes from the bone marrow into circulation.

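Lists of genes were written before the data were examined and tested with limma's camera, with its preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 170 pairs of 17 lists and 10 comparisons. Of these pairs, 111 had an adjusted p below 0.05. Among them 102 also passed with fry, and 21 passed when camera estimated the correlation. The list of erythrocyte membrane and gas exchange genes, with 18 tested genes, had a median log2 fold change of 4.67 on day 4 in the low inoculum cohort (limma's camera, adjusted p = 3.76e-27) and 3.33 on day 3 in the high inoculum cohort (limma's camera, adjusted p = 1.50e-19). On each of these days 17 of the 18 genes were called up, by edgeR's quasi-likelihood test over all genes and also adjusted over the list alone. Both calls held with fry and with the estimated correlation. The median was 1.70 on day 4 in the high inoculum cohort, and 3.12 and 3.01 on day 8 in the low and high inoculum cohorts, with 15 and 14 genes called up. Scaling by total counts alone moved the median on day 4 in the low inoculum cohort most, to 2.21. For the 9 heme biosynthesis genes the median was 4.03 on day 4 in the low inoculum cohort with 8 called up, and 2.30 on day 3 in the high inoculum cohort with 7 called up, numbers that were the same adjusted over the list alone.

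**Figure D4:**
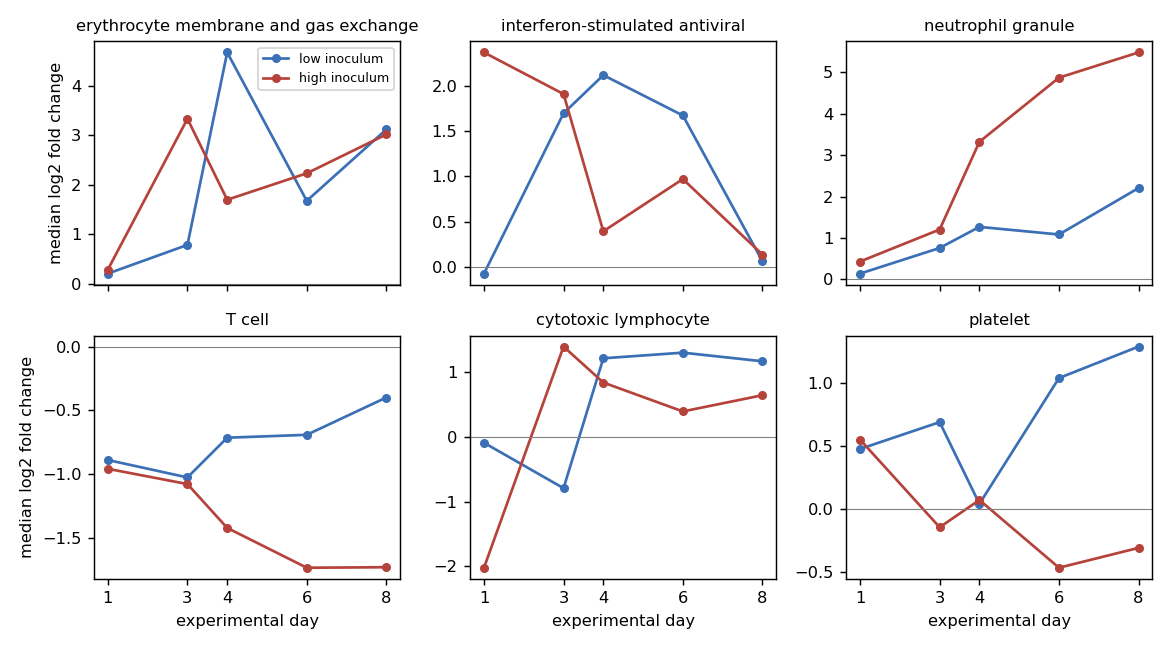
Median log2 fold change against day 0 of the tested genes of 6 lists by experimental day in the low and high inoculum cohorts, with 1 point per cohort and day. The erythrocyte membrane and gas exchange list peaks at 4.67 on day 4 in the low inoculum cohort and at 3.33 on day 3 in the high inoculum cohort.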

At a transcriptional level, enrichment of erythrocyte-related genes and pathways was prominent during peak parasitemia and also during recovery. During peak infection in both inoculum cohorts, oxygen transport (GO:0015671), iron ion homeostasis (GO:0055072), erythrocytes take up oxygen and release carbon dioxide (R-CFA-1247673), heme biosynthesis (R-CFA-189451), and metabolism of porphyrins (R-CFA-189445) were all among the top 10 most enriched pathways as measured by negative log FDR (Fig. S1).

Many genes with functions related to erythopoesis and heme biosynthesis were in cluster 2, which increased in expression as infection progressed and returned to baseline during recovery. This includes *KLF1*, a key transcription factor regulating erythropoiesis and hemoglobin expression [19, 20], *ALAS2*, which catalyzes the first and rate limiting step in heme synthesis in erythroid cells [21], and *UROD*, which codes an enzyme in the heme biosynthetic pathway [22]. 

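KLF1 (ENSCAFG00000017111) had 4.98 ± 1.99 (SD, n = 3) CPM on day 0 and 197 ± 5.42 (SD, n = 2) CPM on day 4 in the low inoculum cohort, a log2 fold change of 5.31 (standard error 0.371, adjusted p = 9.90e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the high inoculum cohort it had 4.71 ± 0.546 (SD, n = 3) CPM on day 0 and 63.1 ± 14.3 (SD, n = 3) CPM on day 3, a log2 fold change of 3.72 (standard error 0.344, adjusted p = 9.93e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On these days every dog was above its own day 0. Scaling by total counts alone moved the first of these values most, to 2.85. After treatment, on day 6, its log2 fold change was 0.91 and 0.35 in the low and high inoculum cohorts, without a call, and on day 8 1.61 and 1.53, with a call in both. The call on day 8 in the low inoculum cohort was not made without dog 1 or without dog 2. ALAS2 (ENSCAFG00000014308) rose by 5.60 on day 4 in the low inoculum cohort and by 4.28 on day 3 in the high inoculum cohort on the log2 scale, and stood at 0.51 and -0.77 on day 6. UROD (ENSCAFG00000004646) rose by 5.20 and 3.71 on the peak days. All 3 genes were in cluster 2 in both cohorts.

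**Figure D5:**
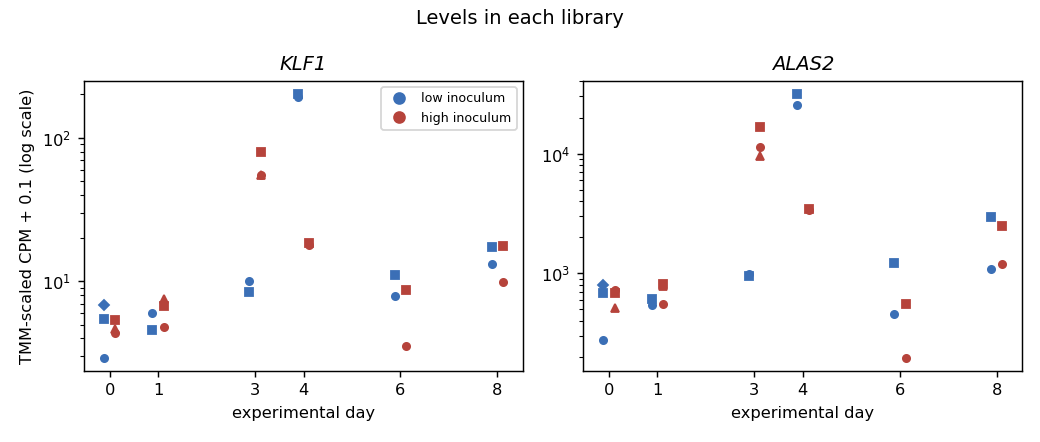
TMM-scaled CPM plus 0.1 (log scale) of KLF1 and ALAS2 in each library by experimental day, with 1 point per library, colored by cohort. The points of day 4 in the low inoculum cohort and of day 3 in the high inoculum cohort lie above all other days, with means of 197 and 63.1 CPM for KLF1.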

In the same cluster, *SPTB* and *SPTA1* were differentially expressed; these genes are expressed in erythroid precursors and code for a constituent of the erythrocyte cytoskeleton [23]. 

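SPTB (ENSCAFG00000016120) had a log2 fold change of 5.70 (standard error 0.561, adjusted p = 2.34e-07) on day 4 in the low inoculum cohort and 4.49 (standard error 0.523, adjusted p = 2.50e-06) on day 3 in the high inoculum cohort by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and rose in every dog on these days. On day 8 SPTB was at 3.35 and 3.38 in the low and high inoculum cohorts, both called.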

Mutations in these genes are also associated with hereditary spherocytosis [24]. 

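Within the low inoculum cohort the median of the erythrocyte membrane and gas exchange list fell to 1.67 on day 6 and that of the heme biosynthesis list to 0.51, and the latter was 1.39 on day 8. Within the high inoculum cohort the medians of these lists were 3.33 and 2.30 on day 3, 1.70 and 0.96 on day 4, and 2.23 and 0.49 on day 6, with 1.26 for the heme biosynthesis list on day 8. Reticulocyte counts are not in the deposited table, so their relation to these transcripts was not computed. The paper proposes that the changes of these genes may follow the reticulocyte population.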

The rise and fall in erythroblast transcripts parallels the reticulocyte count, which peaked during peak infection (day 3 in the high inoculum and day 4 in the low inoculum cohort) and began to rise again after treatment. This association is reflected quantitatively by high correlation values between erythroblast transcript expression trajectories and the reticulocyte count (Table S3), and suggests that the changes in expression of these genes may be due to reticulocyte population dynamics.

Other genes related to hemolysis were in cluster 2. This includes *HP*, the gene that codes for haptoglobin, a protein that binds free hemoglobin from lysed red cells and is a marker for hemolysis [25]. Additionally *PRDX2*, which encodes an antioxidant enzyme that stabilizes hemoglobin under oxidative conditions, was differentially expressed in both cohorts. 

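PRDX2 (ENSCAFG00000017163) had 11.2 ± 4.63 (SD, n = 3) CPM on day 0 and 412 ± 11.9 (SD, n = 2) CPM on day 4 in the low inoculum cohort, a log2 fold change of 5.21 (standard error 0.534, adjusted p = 4.02e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On day 3 in the high inoculum cohort it rose by 3.94 on the log2 scale, in 3 of 3 dogs. It was also called on day 8 in both cohorts, at 2.24 and 2.66. The call on day 8 in the low inoculum cohort was not made without dog 1 or without dog 2.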

Mutations in this gene are strongly associated with hemolytic anemia [26]. Finally, *GCLM*, which has been shown to be essential to erythrocyte survival during oxidative stress [27] and whose deficiency is associated with hemolytic anemia [28], was also upregulated during infection.

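GCLM (ENSCAFG00000020126) had 3.35 ± 0.254 (SD, n = 3) CPM on day 0 and 13.1 ± 3.59 (SD, n = 3) CPM on day 1 in the high inoculum cohort, a log2 fold change of 1.97 (standard error 0.179, adjusted p = 6.09e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the low inoculum cohort it was first called on day 3, at 1.42, with both dogs above their day 0. It was in cluster 2 in both cohorts.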

Though there have not been extensive studies correlating gene expression with hemolysis in clinical malaria pathogenesis [29], the transcriptomic profiles reported here share many features in common with the host response to hemolytic anemia, including in sickle cell disease [20, 30–33].

### Metabolism

Both high and low dose inoculation with *B. rossi* was associated with enrichment of the Reactome pathway metabolism (R-CFA-1430728) during peak infection. 

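The list of cholesterol biosynthesis genes, with 16 tested genes, had a median log2 fold change of 0.02 on day 3 in the low inoculum cohort, with no gene called and an adjusted p of 0.806 by limma's camera. On day 4 the median was 0.61 (limma's camera, adjusted p = 0.00551), and 5 of its genes were called up, the same number adjusted over the list alone. In the high inoculum cohort the median was 0.84 on day 3 and 1.17 on day 4 (limma's camera, adjusted p = 7.04e-06 and 9.50e-08), with 6 and 9 genes called up. The camera calls on day 4 in the low inoculum cohort and on days 3 and 4 in the high inoculum cohort held with fry and not with the estimated correlation. No list of long-chain fatty acid genes was set before the data were examined.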

In the low inoculum, long-chain fatty acid metabolic process (GO:0001676) was enriched on days 4 and 6 and cholesterol metabolic process (GO:0008203) was enriched on days 3 and 4. Both pathways were also enriched in the high inoculum on days 3 and 4 (Fig. S1).

Many lipid metabolism-related genes were in cluster 2 in both inoculum cohorts. This includes: PLA2G4A, which encodes a phospholipase involved in membrane lipid remodeling and biosynthesis of lipid mediators of the inflammatory response [34, 35]; *GPR84*, which serves as a receptor for free fatty acid [36]; *CD5L*, which encodes a regulator of lipid synthesis that in turn regulates inflammatory response mechanisms and T cell activities [37]; and *ALOX15*, which encodes a lipoxygenase that catalyzes the deoxygenation of polyunsaturated fatty acids and has known roles in red cell maturation and the inflammatory immune response [38]. 

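GPR84 (ENSCAFG00000006514) was called up on days 3, 4 and 6 in the low inoculum cohort and on every day in the high inoculum cohort. Its largest value was 2.75 (standard error 0.309, adjusted p = 5.78e-07) on day 3 in the high inoculum cohort by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PLA2G4A (ENSCAFG00000013778) rose by 1.46 on day 3 in the low inoculum cohort and by 2.37 on day 1 in the high inoculum cohort. CD5L (ENSCAFG00000016447) was highest at 5.67 on day 6 in the low inoculum cohort and 5.94 on day 4 in the high inoculum cohort. ALOX15 (ENSCAFG00000015949) was highest at 5.50 on day 4 in the low inoculum cohort, and on day 8 in the high inoculum cohort at 4.46. For the low inoculum cohort all 4 genes were in cluster 2, and in the high inoculum cohort PLA2G4A was in cluster 1 and the others in cluster 2. With libraries scaled by total counts alone, GPR84 and PLA2G4A lay below day 0 on day 4 in the low inoculum cohort, at -0.35 and -1.04. The call of GPR84 on day 3 in the low inoculum cohort was not made without dog 1 or without dog 2.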

Several lipid metabolism-related genes that were in cluster 2 in the low inoculum cohort were in cluster 3 in the high, indicating that they continued to increase expression levels throughout infection and recovery. This includes both *ECHDC3*, known to play a major role in fatty acid biosynthesis [39], and *FADS1*, which encodes a fatty acid desaturase [40]. 

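ECHDC3 (ENSCAFG00000004859) rose in every dog on day 4 in the low inoculum cohort, by 2.66 (standard error 0.262, adjusted p = 6.06e-08) on the log2 scale by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was in cluster 2. For the high inoculum cohort it lay between 1.08 on day 4 and 1.83 on day 8 and was in cluster 3. FADS1 (ENSCAFG00000025083) rose in the high inoculum cohort from 2.23 on day 3 to 4.06, 4.89 and 5.83 on days 4, 6 and 8, in cluster 3. Within the low inoculum cohort FADS1 was in cluster 2, with 2.34 on day 4 and 2.53 on day 8. Its value on day 4 was -0.26 with libraries scaled by total counts alone.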

Previous studies implicated the role of lipid droplets as regulators of the immune response to protozoan infection [41]. The high prevalence of lipid metabolism genes among differentially expressed genes implicates these pathways in the host response to *B. rossi* infection (Fig. 5).

Genes related to glucose metabolism were also differentially expressed throughout the infection and recovery. 

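The list of glycolysis genes, with 16 tested genes, had a median log2 fold change of 1.20 on day 6 and 1.11 on day 8 in the high inoculum cohort (limma's camera, adjusted p = 4.83e-06 and 1.07e-05). On these days 10 and 8 of its genes were called up and 1 was called down, and adjusted over the list alone 11 and 9 genes passed. In the low inoculum cohort the medians were 0.49 and 0.22. The median difference between the cohorts, high minus low, was 0.50 and 0.73 and was called on both days by limma's camera (adjusted p = 3.10e-05 and 2.49e-05) and by fry. The camera calls of the high inoculum cohort held with fry and not with the estimated correlation.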

In the high inoculum cohort, glucose metabolic process (GO:0006006) was enriched on days 6 and 8. *GATM*, which encodes the rate-limiting step in creatine metabolism [42], was in cluster 3 in the low inoculum cohort and cluster 2 in the high. 

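GATM (ENSCAFG00000013733) was called on days 6 and 8 in the low inoculum cohort, at 3.69 (standard error 0.530, adjusted p = 3.82e-05) and 3.67 on the log2 scale by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was in cluster 3. Within the high inoculum cohort it was called on days 4, 6 and 8, at 2.30, 2.28 and 2.02, and was in cluster 2. The call on day 4 was not made when any one of the dogs of the high inoculum cohort was left out.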

*TKT*, a key enzyme in the pentose phosphate pathway [43], was in cluster 2 in both cohorts, indicating an increase in glycolytic activity. 

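TKT (ENSCAFG00000008647) had 402 ± 75.0 (SD, n = 3) CPM on day 0 and 1529 ± 66.4 (SD, n = 2) CPM on day 4 in the high inoculum cohort, a log2 fold change of 1.93 (standard error 0.232, adjusted p = 1.98e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called on every day in the high inoculum cohort and on days 3, 4 and 6 in the low inoculum cohort, where it lay between 1.42 and 1.57. It was in cluster 2 in both cohorts. With libraries scaled by total counts alone, it was at -0.98 on day 4 in the low inoculum cohort. For the 4 tested genes of the pentose phosphate list, the median log2 fold change was 0.55 on day 4 in the low inoculum cohort and 1.35 on day 8 in the high inoculum cohort. The paper reasons from the cluster of TKT that glycolytic activity increased.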

Hypoglycemia and hyperlactatemia are a feature of both babesia and malaria infections [44, 45]. Studies in malaria show glycolysis pathway genes prominently activated early during infection in mouse models and in humans [29, 46]. Thus, canine babesiosis and human malaria appear to share features of both lipid and carbohydrate metabolic pathway activity.

### Immune response

Both the clinical and transcriptomic data indicated a robust immune response to infection in the high and low inoculum cohorts. The inflammatory nature of the disease was reflected by the inoculum-dependent changes in the fever curve, CRP level, as well as the white cell, neutrophil, and band counts – the last of which is known to predict poor outcomes [12]. While some cytokines reached a maximum at peak parasitemia (IL-8, IL-10, KC-like) others rose only after the infection was treated (TNF, IL-6, MCP-1). Multiple immune pathways were differentially regulated in response to both high and low inocula. Defense response (GO:0006952) was enriched in the high inoculum on day 1 and both inoculum cohorts on day 3. Immune system/response (R-CFA-168256; GO:0006955) was enriched in the high inoculum on days 1 and 8, and both inoculum cohorts on days 3–6. Innate immune system/response (R-CFA-168249; GO:0006955) was enriched on every experimental day in the high inoculum cohort. Additionally, cytokine signaling in immune system (R-CFA-1280215) was enriched during infection onset in both inoculum cohorts (day 1 in the high and day 3 in the low inoculum) These pathways are composed of hundreds of constituent genes, which primarily followed cluster 2 trajectories. These pathways reflect the differential expression of specific genes involved in innate immunity, adaptive immunity, and viral response (Figs. 4, S1).

### Innate immunity

Genes associated with positive regulation of interleukin-1 beta (IL-1β) production (GO:0032731) were in cluster 2. This includes: *IL1B*, which encodes the pro-inflammatory cytokine [47]; *PSTPIP2*, which encodes a protein that regulates IL-1β [48, 49]; *CASP4*, which regulates IL-1β synthesis in macrophages [50]; and *SIGLEC14*, which encodes a receptor that enhances inflammasome activation and macrophage IL-1β release. Furthermore, genes associated with NF-kB signaling were also constituents cluster 2, including *FABP5*, *ACOD1*, and *TNFAIP2*. 

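IL1B (ENSCAFG00000007249) had 5.39 ± 1.38 (SD, n = 3) CPM on day 0 and 18.1 ± 5.30 (SD, n = 2) CPM on day 4 in the low inoculum cohort, a log2 fold change of 1.70 (standard error 0.457, adjusted p = 0.00639) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After treatment it fell below day 0 in both dogs, with -1.33 on day 6 and -1.71 on day 8, and it was in cluster 3. In the high inoculum cohort it was called on day 4 alone, at 2.68, and was in cluster 2. Its calls in the low inoculum cohort rest on single dogs: without dog 2 none of the 4 was made. With libraries scaled by total counts alone its day 4 value in the low inoculum cohort was -0.86. PSTPIP2, with a log2 fold change of 2.07 on day 6 in the high inoculum cohort, was in cluster 2 in both cohorts. CASP4 (ENSCAFG00000014860) rose by 2.70 (standard error 0.174, adjusted p = 6.35e-10) on day 1 in the high inoculum cohort by edgeR's quasi-likelihood test with the same adjustment and by 2.88 on day 4 in the low inoculum cohort, and was in cluster 2 in the low and cluster 1 in the high inoculum cohort. SIGLEC14 is not listed in the table under that name.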

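ACOD1 (ENSCAFG00000005070) rose by 5.45 (standard error 0.410, adjusted p = 3.60e-09) on day 4 in the low inoculum cohort and by 5.95 (standard error 0.399, adjusted p = 2.95e-09) on day 3 in the high inoculum cohort on the log2 scale by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every dog was above its day 0 on these days, and ACOD1 was in cluster 2 in both cohorts. TNFAIP2 (ENSCAFG00000018188) rose by 2.70 on day 4 in the low inoculum cohort, in cluster 2, and by 3.71 on day 1 in the high inoculum cohort, in cluster 1. FABP5 is not listed in the table under that name. The list of interleukin-1 and NF-kB genes, with 18 tested genes, had its highest median on day 4 in both cohorts, at 0.84 in the low and 2.04 in the high inoculum cohort (limma's camera, adjusted p = 6.55e-05 and 7.69e-18). On these days 8 and 14 of its genes were called up, and the same numbers passed adjusted over the list alone.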

*FABP5* encodes a fatty acid binding-protein that promotes the activation of NF-kB signaling [51]. *ACOD1* serves a multifaceted role in the innate immune response to pathogen infection (bacteria and viruses) and in cytokine signaling (TNF and interferons), and is associated with both Toll-like receptor and NF-kB signaling pathways [52]. Expression of *TNFAIP2* is upregulated via the NF-kB pathway and mediates the inflammatory response [53, 54]. Studies of malaria infection in humans also implicate the role of IL-1β signaling and NF-kB pathways in the innate immune response to infection [55, 56]. Thus, *Babesia* and *Plasmodium* induce similar innate immune responses across different host species.

Pathways associated with the production and regulation of interferon-gamma (GO:0032649) were significantly enriched in the host response to *B. rossi* infection, especially during infection onset (Fig. S1). 

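The list of genes of the interferon-gamma response, with 12 tested genes, had a median log2 fold change of 2.76 on day 1 in the high inoculum cohort and 1.90 on day 3 in the low inoculum cohort (limma's camera, adjusted p = 5.51e-31 and 1.06e-26). Of its genes 10 and 9 were called up, and the same numbers passed adjusted over the list alone. For the low inoculum cohort the median was higher on day 4, at 2.58. On day 8 it was -0.15 and 0.16 in the low and high inoculum cohorts, without a call. The calls on days 1 and 3 held with fry and with the estimated correlation. IFNG is not listed by symbol in the table, in which 1922 genes carry only an identifier.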

IFN-γ signaling-related genes, including *IRGM* (*IFI1*), *IFGGC1*, *SPP1*, and *APOL2*, were in cluster 2 in both inoculum cohorts. 

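IFGGC1 (ENSCAFG00000000502) had 18.2 ± 0.848 (SD, n = 3) CPM on day 0 and 262 ± 33.3 (SD, n = 3) CPM on day 1 in the high inoculum cohort, a log2 fold change of 3.84 (standard error 0.446, adjusted p = 4.58e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Within the low inoculum cohort it rose by 2.78 on day 3 and 4.06 on day 4. It was in cluster 2 in the low and in cluster 1 in the high inoculum cohort. SPP1 (ENSCAFG00000009569) was highest on day 4 in both cohorts, at 1.86 and 3.93, and was in cluster 2 in both. Scaled by total counts alone, SPP1 was at -0.69 on that day in the low inoculum cohort. ENSCAFG00000029830 (APOL2 in Table S2) was in cluster 2 in both cohorts, with 3.25 on day 3 in the high inoculum cohort. IRGM is not listed in the table under either of the names the paper gives.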

*IRGM* plays a key role in regulating IFN-γ-induced host defense to protozoa [57], while *IFGGC1* is a member of the IFN-γ-inducible GTPases that are involved in immune response against pathogens [58]. *SPP1* codes for a cytokine known to upregulate IFN-γ production [59], and *APOL2* which mitigates the cytotoxic effects of IFN-γ [60]. IFN-γ is a major pro-inflammatory cytokine that has both direct antiparasitic activity and immunoregulatory roles in the response to parasitic infection [61]. IFN-γ has a role in protective immunity against infection by *B. microti* in mice [62] and is involved in the host immune response to malaria in both mice and humans [29, 55, 56]. Our findings suggest IFN-γ has a similar role in protective immunity against *B. rossi* infection in canines.

### Adaptive immunity

Genes that code the MHC class II protein complex, namely *DLA-DOA* and *DLA-DOB* [63], were in cluster 1, indicating that they were significantly downregulated in both inoculum cohorts. In contrast, MHC class I genes *DLA-12, DLA-64*, and *DLA-88* were upregulated during infection (though they did not meet the log_2_ fold change threshold for significance, excepting the low inoculum cluster 2 gene *DLA-12*). Additionally, *GZMA* and *PRDX2*, genes specifically expressed by CD8+ T cells and associated with their activity [64, 65], were cluster 2 DEGs in both cohorts.

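DLA-DOA (ENSCAFG00000000896) was called down on days 4 and 6 in the low inoculum cohort and on days 3, 4, 6 and 8 in the high inoculum cohort. Its largest decrease was -3.68 (standard error 0.433, adjusted p = 1.69e-06) on day 4 in the high inoculum cohort by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DLA-DOB (ENSCAFG00000000819) was called down on the same days, with -2.11 on day 6 in the low and -3.38 on day 6 in the high inoculum cohort. Both genes lay below day 0 in every dog on all days and were in cluster 1 in both cohorts. The list of MHC class II genes, with 10 tested genes, moved less. In the low inoculum cohort its median was 0.05 on day 4, with a mean of -0.32 and 2 genes called down, and 0.73 on day 6. On day 3 in the high inoculum cohort its median was 0.45 and its mean -0.01. On these days 8 of its 10 genes, or 6 on day 4, were above day 0. On day 8 all 10 were below day 0 in both cohorts, with a median of -0.39 in the low and -0.97 in the high inoculum cohort (limma's camera, adjusted p = 2.14e-04 and 3.90e-06).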

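DLA-12 (ENSCAFG00000032222) had a log2 fold change of 1.11 (standard error 0.172, adjusted p = 2.88e-05) on day 4 and 1.12 (standard error 0.172, adjusted p = 4.31e-05) on day 6 in the low inoculum cohort by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with calls on both days and cluster 2. On day 1 in the high inoculum cohort it was called at 1.03, and it was not called there by DESeq2, with either other scaling, with the filter in every group, after thinning, or without dog 2 of either cohort. DLA-64 (ENSCAFG00000000500) was highest at 1.00 on day 4 in the low inoculum cohort, with a call, and at 0.88 on day 3 in the high inoculum cohort, without one. DLA-88, listed as DLA88 (ENSCAFG00000000487), was at 0.94 on day 4 in the low inoculum cohort and was called on days 1 and 3 in the high inoculum cohort, at 1.10 and 1.01. These calls are near the threshold. That of DLA-64 was not made without dog 2 of the low inoculum cohort, and those of DLA-88 were not made without dog 2 and dog 3 of the high inoculum cohort, in that order. Scaled by total counts alone, all 3 genes lay below day 0 on day 4 in the low inoculum cohort, at -1.41, -1.52 and -1.54. The list of MHC class I genes, with 10 tested genes, had a median of 1.17 on day 4 in the low inoculum cohort and 1.28 on day 1 in the high inoculum cohort, with 7 and 8 genes called up.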

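GZMA (ENSCAFG00000006735) had 8.65 ± 1.21 (SD, n = 3) CPM on day 0, 1.82 ± 0.494 (SD, n = 3) CPM on day 1 and 48.1 ± 17.7 (SD, n = 3) CPM on day 3 in the high inoculum cohort. Its log2 fold change was -2.25 (standard error 0.437, adjusted p = 0.00101) on day 1 and 2.49 (standard error 0.419, adjusted p = 1.15e-04) on day 3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the low inoculum cohort it was called on days 4, 6 and 8, at 2.29, 2.42 and 2.04, and it was in cluster 2 in both cohorts. With libraries scaled by total counts alone it was at -0.28 on day 4 in the low inoculum cohort. The 14 tested genes of the cytotoxic lymphocyte list had a median of -2.02 on day 1 and 1.40 on day 3 in the high inoculum cohort, and of -0.79 on day 3 and 1.22 on day 4 in the low inoculum cohort. For these medians limma's camera gave an adjusted p of 4.88e-09, 2.24e-04, 0.0161 and 0.0203, in that order. On day 3 in the low inoculum cohort fry made no call, and with the estimated correlation camera called none of them. The paper takes genes linked to MHC class II and CD4+ T cells as lowered, and a possible induction of MHC class I and CD8+ T cells. CD8A (ENSCAFG00000007464) was called down on 1 day in the low and on 3 days in the high inoculum cohort. It was called up on 0 days in either cohort. PRDX2, in cluster 2 in both cohorts, rose by 1.36 on day 6 in the high inoculum cohort.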

CD8+ and CD4+ T cells, whose T-cell receptors recognize antigens presented by MHC-I and MHC-II respectively, have been previously implicated in protective immunity against *B. microti* infection in mice and *B. bovis* infection in cattle. Previous studies in mice and humans suggest that both MHC-I and MHC-II play a role in the host immune response to malaria infection [29, 56]. However, recent studies in human cerebral malaria suggest that CD8+ T cells migrate to and sequester in the brain and contribute to mortality [66, 67]. Our data reveal downregulation of genes associated with MHC class II CD4+ T cells and potential induction of MHC class I CD8+ T cells in the host response to *B. rossi*, raising the question of what cells are presenting antigens and whether the CD8+ and CD4+ responses are immunopathologic or contribute to parasite killing and adaptive immunity.

### Viral response

Interestingly, many viral response genes were differentially regulated during *B. rossi* infection, particularly during infection onset. On day 1 in the high inoculum cohort, pathways including positive regulation of defense response to virus by host (GO:0002230), antiviral mechanisms by IFN-stimulated genes (R-CFA-1169410), and ISG15 antiviral mechanism (R-CFA-1169408) were enriched. 

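The list of interferon-stimulated antiviral genes, with 26 tested genes, had a median log2 fold change of 2.37 on day 1 in the high inoculum cohort (limma's camera, adjusted p = 1.93e-41). All 26 genes were above day 0 and 23 were called up, the same number adjusted over the list alone. The call held with fry and with the estimated correlation. On day 8 the median was 0.14.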

The latter two pathways were also enriched on day 3 in the low inoculum cohort, along with response to interferon-alpha (GO:0035455) and cellular response to interferon-beta (GO:0035458). 

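On day 3 in the low inoculum cohort the interferon-stimulated antiviral list had a median log2 fold change of 1.70 (limma's camera, adjusted p = 5.14e-38), with 26 of 26 genes above day 0 and 21 called up, the same number adjusted over the list alone. On day 1 in this cohort the median was -0.08. By day 4 it was 2.12 in the low and 0.39 in the high inoculum cohort.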

(Fig. S1).

This is also reflected in the significant upregulation of constituent viral response genes throughout the infection in both inoculum groups. All of the following genes were identified as cluster 2 DEGs: *RSAD2, ISG15*, *DDX58, DDX60, OAS1*, *OAS2, OASL1, MX1*, *PLSCR1*, *ICAM1*, *TRIM10*, *KLRD1*, *LGALS9*, and *LTF*. 

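RSAD2 (ENSCAFG00000003293) had 1.71 ± 0.647 (SD, n = 3) CPM on day 0 and 320.3 ± 219 (SD, n = 3) CPM on day 1 in the high inoculum cohort, a log2 fold change with a standard error of 0.637 and an adjusted p of 1.04e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ISG15 rose by 6.71 on day 4 in the low inoculum cohort and by 5.25 on day 3 in the high inoculum cohort on the log2 scale. DDX58 (ENSCAFG00000001807), OAS2 (ENSCAFG00000023107) and MX1 (ENSCAFG00000010172) rose by 2.92, 3.27 and 3.21 on day 1 in the high inoculum cohort, and all 3 dogs were above day 0. On day 8 these 3 genes were at 0.32, 0.35 and -0.54. DDX60 (ENSCAFG00000009003) was called on day 6 alone in the low inoculum cohort, at 2.38 (standard error 0.866, adjusted p = 0.0449) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Calls on days 3 and 4 there were made by edgeR's likelihood ratio test and with the dog as a block. ICAM1 (ENSCAFG00000031460), PLSCR1 (ENSCAFG00000008181) and LGALS9 (ENSCAFG00000018641) rose by 3.18, 2.94 and 4.11 on day 4 in the low inoculum cohort. KLRD1 (ENSCAFG00000013459) fell by 3.19 on day 1 in the high inoculum cohort and rose by 2.39 on day 4 in the low inoculum cohort. TRIM10 (ENSCAFG00000012200) followed the erythroid genes, with 4.76 on day 4 in the low inoculum cohort. LTF (ENSCAFG00000013763) was highest on day 8, at 2.17 and 5.69. Scaled by total counts alone, MX1 and KLRD1 were at -0.29 and -0.16 on day 4 in the low inoculum cohort. LTF was in cluster 3 in both cohorts and the other genes were in cluster 2 in the low inoculum cohort. For the high inoculum cohort RSAD2, ISG15, DDX58, DDX60, OAS2, MX1 and LGALS9 were in cluster 1, and ICAM1, PLSCR1, KLRD1 and TRIM10 in cluster 2. The paper proposes from these genes that viral response pathways take part in the host response to the parasite.

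**Figure D6:**
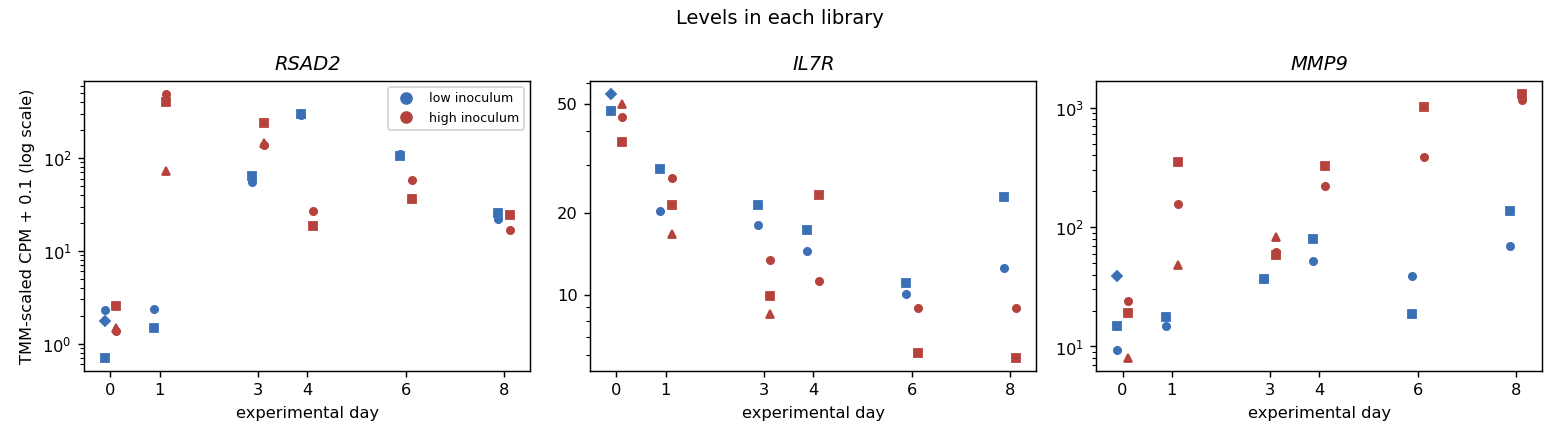
TMM-scaled CPM plus 0.1 (log scale) of RSAD2, IL7R and MMP9 in each library by experimental day, with 1 point per library, colored by cohort. The mean of RSAD2 is 320.3 CPM on day 1 in the high inoculum cohort, IL7R falls from a mean of 43.8 CPM on day 0 to 7.30 CPM on day 8 there, and MMP9 rises to 1231 CPM on day 8.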

In general these genes are related to type I interferon (IFN-I) antiviral signalling and have been associated with a range of viruses including influenza, west Nile virus, hepatitis C, and dengue virus [68–82]. Interestingly, previous studies in malaria and leishmaniasis models suggest that type I interferons may also suppress anti-parasitic immunity [83–86]. CD8+ T cells are also associated with antiviral activity [64, 65, 87, 88]. Together, these transcriptomic data implicate the role of viral response genes and pathways in the host immune response to *B. rossi* infection.

In the context of *Plasmodium* infection, parasite DNA and RNA have been shown to bind to receptors that activate downstream production of IFN-Is. For one, toll-like receptor 9 (TLR9) recognizes parasite DNA [89, 90]. Cyclic GMP-AMP synthase (cGAS) also binds to parasite DNA in the cytoplasm and catalyzes the synthesis of cyclic guanosine monophosphate-adenosine monophosphate (cGAMP), which acts as a second messenger to activate the downstream signal adaptor, stimulator of interferon genes (STING) [89, 91, 92]. Furthermore, major cytosolic receptor for sensing malaria parasite RNA is melanoma differentiation-associated protein 5 (MDA5) [92, 93]. Parasite RNA also possibly stimulates the retinoic acid-inducible gene I (RIG-I) pathway [94], though this has yet to be confirmed in vivo [89]. It is likely that *Babesia* parasite DNA and RNA similarly activate receptors that activate downstream production of IFN-Is. Of note, it is possible that different sensors are activated by parasite DNA and RNA at different developmental stages, and IFN-I subtypes (IFN-α and IFN-β) have different biological and immunological roles in viral infections [89]. Future experiments will explore the mechanistic roles of IFN-Is in *B. rossi* infection.

### Limitations

The inoculum of 10^9^ parasites resulted in an acute and severe disease course. This rapid disease course may be more representative of transfusion-associated babesiosis than natural tick-transmitted infections which would evolve more slowly. Future experiments will utilize a lower infectious inoculum, which may be more representative of natural infections. *B. bovis* and *Plasmodium falciparum* are known to cytoadhere to the vascular endothelium in severe babesiosis and malaria [95–98], respectively, while *P. vivax* and *P. knowlesi* can cause severe disease without evidence of cytoadherence [99–102]. The available evidence suggests that *B. rossi* causes severe disease without cytoadherence to vascular endothelium [103–105]. The low-mapped reads on day 4 in the high and low inoculum cohorts and day 3 in the high appear to be associated with the high levels of parasitemia recorded on those days. The lower percentage of mapped reads indicates lower overall sequencing accuracy and the potential presence of contaminating DNA, thus increasing the likelihood of spurious results on these days. Additionally, one animal in the high inoculum died on the morning of day 4, which may have affected the expression means reported on days 4, 6, and 8. 

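On the days with few counts, 2 measures bear on the calls. When every library was thinned to the total of the smallest, 927 genes were called on day 4 in the low inoculum cohort, 1104 on day 3 and 1554 on day 4 in the high inoculum cohort. Thinning the other days, which had more counts, lowered their number as well, as to 1400 on day 6 in the high inoculum cohort. The other measure is how a raw count follows depth. Reads of canine transcripts should scale with the effective library size, with a slope near 1 on the log2 scale. The median slope over genes with a mean count of at least 30 was 1.03 over the 7 libraries of these days. TMM sets effective sizes from the bulk of the genes, so this median lies near 1 by construction. It serves only as the level against which single genes are read. Of the 14 such genes raised over 16-fold in all 3 groups, 6 had raw counts within a factor of 2 over these libraries, with slopes from -0.26 to 0.15. Of the 6175 other genes with a mean count of at least 30, 5 did so.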

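Without all libraries of dog 3, which has none after day 3 in the high inoculum cohort, 1854 genes were called on day 4, 2309 on day 6 and 1967 on day 8 by edgeR's quasi-likelihood test. In this fit day 0 of the cohort holds 2 dogs in place of 3.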

Transcriptomic and clinical results reported on days 6 and 8 may have been further affected by the administration of an anti-parasite drug diminazene and blood transfusions on day 4. While the primary effect of the drug is to reduce parasitemia, it may also have a weak anti-inflammatory effect [106]. Furthermore, both cohorts were small (low *n* = 2; high *n* = 3); however, there was a high degree of consistency between subjects of the same cohort with regard to clinical observations and transcriptomic data.

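The smallest groups have 2 dogs, and leaving out a dog from these leaves 1 library, whose spread the fit takes from the other groups. For the low inoculum cohort the number of called genes on day 4 stayed between 1373 and 1765 when dog 0, 1 or 2 was left out in turn. Within the high inoculum cohort it was between 672 and 700 on day 1 and between 1580 and 1865 on day 3 when dog 1, 2 or 3 was left out. Other days of the low inoculum cohort rested on single dogs, as day 3 fell from 363 genes to 120 without dog 1 and 207 without dog 2, and day 8 from 772 to 426 and 393. Profiles of log2 CPM centred on their group had a mean r of 0.310 across genes between libraries of 1 dog on different days. With the dogs shuffled within each group the mean over 1000 shuffles was 0.00259 and the highest 0.249. With the dog as a block in the fit, 1859 genes were called on day 4 in the low inoculum cohort.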

It is likely that cellular population dynamics account for many of the changes in gene expression observed, as exemplified by the correlation of reticulocyte count with erythroblast transcripts. 

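The lists of genes with a known source in blood moved in different directions. The T cell list, with 21 tested genes, had a median log2 fold change of -1.03 on day 3 in the low inoculum cohort and -1.73 on day 6 in the high inoculum cohort, with 9 and 17 genes called down. Among the 12 tested genes of the B cell list, 11 were called down on day 6 in each cohort, with medians of -1.47 in the low and -2.95 in the high inoculum cohort. For the 10 tested neutrophil granule genes the median was 2.21 and 5.48 on day 8, with 6 and 9 called up. The 11 tested platelet genes had a median of 1.28 and -0.31 on that day, and the 10 macrophage genes had 1.85 and 1.74 on day 6. The 18 tested proliferation genes were at 1.18 and 0.87 on day 8. Adjusted over the list alone, the number of genes passing differed from the number called over all genes by at most 2 for each of these medians. The table holds whole-blood counts only, so these values do not separate a change within cells from a change in their number. The paper proposes that changes in cell populations account for many of the changes in expression.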

When pure cellular reference populations are available, cell-type deconvolution can be applied to understand the relative contributions of changes in gene expression versus changes in cell abundance. Another approach would be to measure gene expression at the single cell level. Either of these techniques could be employed to identify transcripts that changed in expression levels within a cell population as opposed to transcripts whose changes in expression were associated with changing cellular populations.

## Conclusions

This study is the first to describe canine host gene expression induced by *B. rossi* infection. The rate of onset and disease severity were inoculum-dependent, as shown by clinical data including vital signs, hematological parameters, parasitemia, acid-base chemistry, and biochemical markers. The temporal dynamics of differential gene expression and pathway enrichment implicate response to parasite burden, hemolysis, induction of lipid metabolism, and a robust role of different immunological pathways including those related to innate immunity, adaptive immunity, and response to viral infection. These findings offer a fundamental understanding of the host transcriptomic response to *B. rossi*, which can serve as a model of human hemolytic diseases caused by intracellular parasites, such as babesiosis and malaria.

## Methods

### Animals

All methods were carried out in accordance with relevant guidelines and regulations. Six purpose bred male beagles were born and raised in the Onderstepoort Veterinary Animal Research Unit. The animals were all microchipped, vaccinated and dewormed according to international guidelines and neutered at 6 months of age. Stringent ectoparasite control was applied by means of the isolation of the housing facility and 3 monthly dosing with an isoxazoline compound. All dogs were proven to be free of any blood borne parasites by PCR and reverse line blot. All dogs were housed communally in a play enriched environment and socialized with animal care givers each day. They were trained through a food reward system to become accustomed to being held for blood collection and blood pressure monitoring on a daily basis for several months before the beginning of the experiment.

### Creation of a Babesia rossi cryopreservate

Three to five milliliters of whole venous blood were collected into EDTA vacutainer tubes from dogs naturally infected with *Babesia rossi* and presented for veterinary care at the Onderstepoort Veterinary Academic Hospital and cryopreserved in dimethylsuphoxide. All samples collected this way were subjected to PCR and reverse line blot to confirm a mono-infection with *B. rossi*. One of these samples was later used to infect a splenectomized Beagle dog to raise the infectious inoculum required for the infection of the experimental dogs.

### Experimental infection

Animals were cared for in compliance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines on an experimental protocol approved by the University of Pretoria Animal Ethics Committee (V003–18). One of the 6 Beagles was splenectomized at 7 months of age, allowed to recover for 3 weeks and then infected intravenously with one of the wild-type *B. rossi* cryopreserved samples by intravenous injection. This canine was monitored closely, and once a patent parasitemia of ~ 2% was detected on blood smear of central venous blood, the parasitaemia was accurately quantified, and 10 mL of blood was collected into acid citrate dextrose solution and diluted with a culture medium used for in-vitro babesia culture to create infectious inocula, two doses of 10^4^ parasites and three of 10^8^ parasites. The splenectomized dog was immediately treated and made a full recovery without becoming obviously ill. These inocula were immediately injected intravenously into two canines that received the low infectious dose and three that received the high infectious dose. These five canines were then followed carefully through frequent physical observation and daily blood collections.

### Biospecimen collection

Blood was collected daily into EDTA tubes for complete blood counts and the harvesting of plasma for cytokine determination, clot tubes for serum biochemistry, heparinized blood collected anaerobically for venous blood gas, lactate and glucose determination, citrated tubes for coagulation studies and RNALater tubes (Tempus), for the transcriptomic study reported here. Baseline data was generated twice at a 2-week interval before any infections took place to generate a baseline.

### Clinical and laboratory data collection

Clinical examinations and all blood samples were collected from the jugular vein with 21G vacutainer needles (Precision Glide™, UK) between 8:00 AM and 10:00 AM daily. The following observational data were collected once every day for each experimental subject: habitus and mental status (scored 1–4: 1-collapsed, 2-very weak, just able to stand, 3-able to stand but depressed, 4-normal interaction); appetite (scored 1–4: 1-no interest in food, 2- slight interest with minimal ingestion, 3-partial ingestion of a full meal, 4-normal ingestion of the whole meal); rectal temperature; pulse (palpated on the femoral artery); respiratory rate counted by physical observation; mucous membrane color and capillary refill time; thoracic auscultation; abdominal palpation; stained blood smear examination; blood pressure.

Haematology was performed on a venous sample collected into an EDTA Vacutainer Brand Tubes (Beckton Dickinson Vacutainer Systems, UK) from the jugular and was run on an ADVIA 2120 (Siemens, Munich, Germany). within an hour of collection A differential count was performed manually by an experienced laboratory technologist. Siemens, Germany) within 1 h of blood collection. The remaining volume of blood was then centrifuged and aliquoted within 30 min of collection for storage of EDTA plasma at -80 °C.

Serum biochemistry samples were collected in Serum Vacutainer Brand Tubes (Beckton Dickinson Vacutainer Systems, UK), and the CRP (using canine specific immunoturbidimetric CRP method), albumin (using a colorimetric assay with bromocresal green) were determined. Glucose (using the point of care AlphaTRAK 2) and the automated hexokinase method was run on an automated chemistry analyser (Cobas Integra© 400Plus). This sample was allowed to clot for 10 min, samples were run and the remaining serum volumes were aliquoted within 30 min of collection for storage at -80 °C.

Blood gas samples were collected anaerobically into a commercially prepared heparinized syringe (BD A-Line, arterial blood collection syringe, Becton, Dickinson and Company, UK) using a 21G needle from the jugular. Lactate was obtained directly from a fresh blood sample using a Lactate Pro 2 hand held lactate reader and from the venous blood gas analysis, analyzed within 20 min (Rapidpoint 405, Seimens).

The cytokines measured included: GM-CSF, IFN-γ, IL-2, IL-6, IL-7, IL-8, IL-15, IL-10, IL-18, TNF-α, IP 10, KC and MCP-1. Concentrations were determined in duplicate by fluorescent-coded magnetic beads (MagPlex-C; MILLIPLEX. MAP Kit, Canine Cytokine Magnetic Bead Panel, 96-Well Plate Assay, CCYTO-90 K, Millipore, Billerica, MA), based on the Luminex xMAP technology (Luminex 200, Luminex Corporation, Austin, TX). Two quality controls were included in the plate as internal quality controls. The assay was performed according to the manufacturer’s instructions.

Blood pressure was measured using the Vet HDO® MDPro and the HDO management software. The following protocol for blood pressure measurement was standardized: The environment was isolated, quiet and away from other animals. The same environment was used every day and the canines were trained and conditioned for 4 weeks prior to the onset of the experiment. No sedation was used, and the canines were allowed 5–10 min to relax and become accustomed to the environment. Each subject was gently restrained in right lateral recumbency. The cuff width was approximately 40% of the circumference of the cuff site and the cuff size was recorded at every measurement. The cuff was placed around the tail base. All blood pressure measurements were performed by the same person every day. The canines were calm and relatively motionless as they were all well-conditioned to the process prior to the start of the experimental period. The first measurement was discarded. Five consecutive and consistent (< 20% variability in systolic values) were recorded and the average of the values was calculated to obtain the blood pressure measurement.

### RNA isolation

Blood from each subject was collected into Tempus Blood RNA Tubes on days 0, 1, 3, 4, 6, and 8 and subsequently stored at -20 °C. Samples were shipped on dry ice to the United States, where they remained at -20 °C prior to RNA extraction. RNA was isolated using Qiagen RNeasy Mini Kit. RNA quality was controlled on a Bioanalyzer Instrument. All RNA samples had an RNA Integrity Number (RIN) of ≥9.7. Two independent biological replicates were selected for each time point for subsequent RNA sequencing.

### RNAseq library preparation and sequencing

PolyA-selected mRNA libraries were generated and all samples were indexed and pooled before sequencing in a single S1 flowcell on an Illumina NovaSeq.

### Data analysis

Reads were trimmed and mapped to the canine reference genome using the Center for Cancer Research Collaborative Bioinformatics Resource (CCBR) Pipeliner. Pipeliner provides open access to some of the next-generation sequencing data analysis pipelines used by CCBR. It allows users to select a set of genomes and data files, then processes them through a sequence of programs to produce the desired output (i.e. raw counts matrix, QC report, differentially expressed genes, etc.). Specifically, Pipeliner employs the reference-mapping tool STAR, which is a widely used and accepted tool and allows for mismatches and sequence divergence well beyond that expected amongst canine breeds [107]. Once configured, the pipeline is executed on the NIH high performance computing cluster Biowulf. Pipeliner is publicly available on GitHub [https://github.com/CCBR/Pipeliner].

Raw gene counts were converted to counts per million (CPM). Genes with fewer than 1 CPM in two or more treatment group samples (inoculum + day) were excluded from analysis. Differential expression analysis was run for each experimental day compared to day 0 in each inoculum cohort using the edgeR package (3.30.3), and *p*-values were corrected using the Benjamini-Hochberg (BH) method. Genes with FDR < 0.05 and log_2_ fold change > |1| were considered significantly differentially expressed. Gene Ontology (GO)-annotated pathway enrichment analysis was performed using the topGO package (2.40.0); package authors discourage multiple testing correction as the p-values returned are already conservative [108]. Reactome-annotated pathway enrichment analysis was performed using the biomaRt (2.44.0) and reactome.db (1.70.0) packages, with significance assigned according to a hypergeometric distribution and p-values corrected using the BH method. Hierarchical cluster analyses were performed separately for each inoculum cohort, and included all genes that were differentially expressed on at least one experimental day. The Pearson correlation between genes was calculated using the edgeR-calculated log_2_ fold change across experimental days. The Euclidean distance between those correlation values was then calculated and clustering was performed using Ward’s method. Cluster robustness was assessed using silhouette analysis as part of the factoextra R package (1.0.7). To visualize cluster temporal trajectories, the mean edgeR-calculated log_2_ fold change on each day within each cluster was plotted along with 95% confidence intervals. Data analysis was conducted in R version 4.0.0.

## Supplementary Information

**Additional file 1: Table S1.** A summary of MultiQC data. Shown are the number of reads mapped (in millions), percent of these reads aligned to the canine reference genome, and percent GC content of these reads. Samples corresponding to low inoculum day 4 and high inoculum days 3 and 4 were not included in the mean.

**Additional file 2: Table S2.** DEGs on every day in both inoculum cohorts. Genes that were differentially expressed on every experimental day in both cohorts (except day 1 in the low inoculum) are shown, along with their corresponding cluster.

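The genes this table lists are those that met the thresholds in every comparison with day 0, apart from day 1 in the low inoculum cohort. All 12 are in the deposited table, 1 of them by its identifier alone. Of the 12, 11 were called in all of these comparisons over the 11850 genes, and 11 over the 8001 genes. With the dog as a block 8 of the 12 were called in all of them, and 15 in place of 22 genes over the whole table. Without low dog 1 and after thinning every library to the smallest total 3 of the 12 were left. Membership needs 9 calls in a row, so a value just below a threshold on 1 day removes a gene.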

**Additional file 3: Table S3.** Pearson correlation values of erythroblast transcript trajectory with reticulocyte count. The expression level of each gene (in CPM) was correlated with the reticulocyte count (109/L) on each day. This allowed for correlation based on expression trajectory through time.

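Reticulocyte counts were not used here, so the correlations of this table were not recomputed. Among the erythroid transcripts, RHCE (ENSCAFG00000012832), RHAG (ENSCAFG00000002141), EPB42 (ENSCAFG00000011974), SLC4A1 (ENSCAFG00000014228) and SLC6A9 (ENSCAFG00000004826) had log2 fold changes of 6.94, 5.83, 5.07, 5.38 and 5.12 on day 4 in the low inoculum cohort. On day 3 in the high inoculum cohort they were 5.15, 4.52, 3.30, 3.77 and 3.70. All of them rose in every dog on these days and were in cluster 2 in both cohorts.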

**Additional file 4: Fig. S1.** Top 10 Gene Ontology (GO)- and Reactome-annoted pathways by FDR on each day in each inoculum cohort (A – low; B – high). x-axis: percentage of genes in pathway that were identified as differentially expressed on the respective day; y-axis: pathway name; point color: absolute number of genes associated with the pathway that were identified as differentially expressed on the corresponding day. Note that color does not indiciate up- or down-reulgation of genes in pathway.

## Data Availability

The datasets supporting the conclusions of this article are available on the NCBI Gene Expression Omnibus (GEO) database as Series GSEI67201 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167201]. The code generated for this analysis is available at the GitHub repository Babesia_RNAseq [https://github.com/rlsmith1/Babesia_RNAseq].

## Abbreviations

ALT: Alanine aminotransferase
CPM: Counts per million
DEGs: Differentially expressed genes
FC: Fold change
FDR: False discovery rate
GM-CSF: Granulocyte monocyte chemotactic factor
GO: Gene Ontology
NCBI: National Center for Biotechnology Information
PCA: Principal Components Analysis
RIN: RNA integrity number
TNF: Tumor necrosis factor

# Supplementary material for: Experimental Babesia rossi infection induces hemolytic, metabolic, and viral response pathways in the canine host
**Source:** BMC Genomics. 2021 Aug 16;22:619. doi: 10.1186/s12864-021-07889-4
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. DEGs on every day in both inoculum cohorts. Genes that were differentially expressed on every experimental day in both cohorts (except day 1 in the low inoculum) are shown, along with their corresponding cluster.

| Ensemble gene ID    | Gene symbol | Cluster |
|---------------------|-------------|---------|
| ENSCAFG00000003293  | RSAD2       | 2       |
| ENSCAFG000000017656 | PSTPIP2     | 2       |
| ENSCAFG000000020126 | GCLM        | 2       |
| ENSCAFG000000001161 | OBSCN       | 1       |
| ENSCAFG000000023556 | OAS1        | 2       |
| ENSCAFG000000019348 | ISG15       | 2       |
| ENSCAFG000000000448 | DDR1        | 1       |
| ENSCAFG000000018752 | IL7R        | 1       |
| ENSCAFG000000030300 | CCR7        | 1       |
| ENSCAFG000000008005 | CHST2       | 1       |
| ENSCAFG000000029830 | APOL2       | 2       |
| ENSCAFG000000000990 | TCF7        | 1       |

**Table S2. DEGs on every day in both inoculum cohorts.**

Genes that were differentially expressed on every experimental day in both cohorts (except day 1 in the low inoculum) are shown, along with their corresponding cluster.

# Supplementary material for: Experimental Babesia rossi infection induces hemolytic, metabolic, and viral response pathways in the canine host
**Source:** BMC Genomics. 2021 Aug 16;22:619. doi: 10.1186/s12864-021-07889-4
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Pearson correlation values of erythroblast transcript trajectory with reticulocyte count. The expression level of each gene (in CPM) was correlated with the reticulocyte count (109/L) on each day. This allowed for correlation based on expression trajectory through time.

| Ensembl gene ID     | Gene symbol | Correlation with reticulocyte count |
|---------------------|-------------|-------------------------------------|
| ENSCAFG00000004646  | UROD        | 0.82                                |
| ENSCAFG000000011638 | SPTA1       | 0.07                                |
| ENSCAFG000000014308 | ALAS2       | 0.78                                |
| ENSCAFG000000016120 | SPTB        | 0.7                                 |
| ENSCAFG000000017111 | KLF1        | 0.83                                |

**Table S3. Pearson correlation values of erythroblast transcript trajectory with reticulocyte count.**

The expression level of each gene (in CPM) was correlated with the reticulocyte count ( $10^9/L$ ) on each day. This allowed for correlation based on expression trajectory through time.

How the deposited data were processed for this re-analysis (not part of the article)

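Whole-blood RNA of dogs infected with a low or a high inoculum of B. rossi was sequenced before inoculation and on days 1, 3, 4, 6 and 8. The authors trimmed the reads, mapped them to the canine reference genome with STAR, counted them per gene, and deposited raw counts as 1 table with a column for each of 28 libraries. The paper's text names neither the genome build, the annotation release nor the counting tool. The counts are whole numbers without normalization. Samples were grouped by inoculum and day into 12 groups, as the labels give them. The deposited description of the series puts 3 dogs on the low and 2 on the high dose, the reverse of the paper and of the labels, and the labels were followed. The low inoculum cohort has 3 libraries on day 0 and 2 on each later day. The high inoculum cohort has 3 libraries on days 0, 1 and 3 and 2 on days 4, 6 and 8. The library labelled low dog 0 was kept on day 0, and the fit without it was an alternative.

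Genes entered with at least 1 CPM in at least 2 libraries of at least 1 group, which left 11850 genes. Library sizes were scaled by TMM with edgeR 4.0.16 in R 4.3.3. Every library entered 1 model with a mean per group, fitted by edgeR's quasi-likelihood method with robust estimation, so that all groups share 1 estimate of the spread. Each day was compared with day 0 of its cohort, and the change from day 0 was compared between the cohorts by the interaction of inoculum and day. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an FDR below 0.05 and an absolute log2 fold change above 1. CPM were computed from the deposited counts.

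Correlations between libraries and principal components used the natural log of count plus 1. The components took the libraries as variables, apart from those with each gene centred. These used the natural log of CPM plus 1, or TMM-scaled values where named. The lag between the cohorts was the Pearson correlation across genes between the log2 fold changes of each pair of days. Clusters used the genes called on at least 1 day of a cohort, the Pearson correlation between their log2 fold changes over the days, the Euclidean distance between rows of that correlation matrix and Ward linkage (ward.D2) with 3 clusters.

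Lists of genes were written before the data were examined and tested with camera in limma 3.58.1, with its preset correlation of 0.01, and with fry beside it. Adjustment covered 170 pairs of 17 lists and 10 comparisons. The list of conserved genes was set against 10000 random lists matched on mean expression. The genes named are every gene the paper names in its results, discussion, Tables S2 and S3 and Fig. 5, whose values had been seen as far as the paper prints them. For each comparison they are also the 2 called genes with the largest increase and the 2 with the largest decrease among genes that moved the same way in every dog, and the members of the lists. Genes picked outside this rule are said to be so where they appear. Some genes that the rule covers are not reported here.

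Libraries of 1 dog on different days pair the samples. After the group means were removed, the mean correlation was 0.310 between libraries of the same dog, and with the dogs shuffled within each group it was 0.00259 on average and at most 0.249 over 1000 shuffles. The model with the dog as a block was an alternative. Alternatives also covered other filters, scalings, tests, fits, thresholds, distances, linkages, numbers of clusters, thinning to equal totals and leaving out each dog. DESeq2 1.42.0 was among them. Their effect is given below.

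Total counts per library differ 53.5-fold, and the libraries of the peak days are the smallest. Few counts limit the precision of genes at low levels there. Where a group holds 0 counts of a gene, folds are given against a floor of 3 counts over the group. Intervals and floors cover counting error only. Days of a cohort share their day 0 libraries, so 10 simulations were run for the clusters and for genes called on every day. In them every library of a cohort, day 0 included, was drawn around 1 mean per gene at its real effective size, so that the chance error of day 0 enters each comparison. Differences between dogs were left out of them. After thinning to equal totals the effective sizes still differ 6.55-fold, so the differences between the cohorts were also tested after thinning to equal effective sizes, which was chosen after seeing the data.

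The fit was tested on simulated data in which 200 genes had been changed. In 5 comparisons, 197, 186, 200, 182 and 198 of the 200 were called, and 4, 12, 1, 4 and 6 unchanged genes. Of 300 simulated genes in 3 courses, 299 were put back in their course. Enrichment of pathway annotations, reads, parasitemia and clinical values were not analysed here.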

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

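The tests of a conserved gene list, of other splits of the libraries, of the differences between the cohorts and of the same changes reached later were written before the results were seen. The tests of the genes raised over 16-fold, of the day 0 libraries and of equal effective sizes were chosen only after the results were seen.

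Among the 6 libraries of day 0, 27 measures were compared, and 4 had 1 library far from the others. Chance gives about 1 in 20 groups. The library of low dog 0 had 12358 genes with a count against 12337 to 12342 in the others, with a ratio of the gap to the range of 0.762. Its total of 36910387 counts is not the largest, since 1 day 0 library had more counts and fewer genes, which argues against depth. The animal labelled dog 0 is not described, so no biological explanation was tested.

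The mean log2 CPM of the B cell list was 5.15 in the day 0 library of high dog 3 against 4.96 to 5.03, a ratio of 0.628. That of the interleukin-1 and NF-kB list was 3.93 in the library of high dog 2 against 3.44 to 3.61, a ratio of 0.659. With library sizes taken without the 3 largest genes the ratios fell to 0.530 and 0.546, below the limit, so a few genes taking most of the counts is a candidate explanation. A difference between the dogs stays open and was not tested.

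ACTC1 had 58 counts in the day 0 library of low dog 1 against 1 to 4 in the others, a ratio of 0.947. Reads carried over from a library of the peak days would also raise ENSCAFG00000018652, by 57.9 to 71.7 counts. That gene had 239 counts there against 276.66 from the other day 0 libraries, a difference of -37.66, which argues against this explanation. No biological explanation was tested.

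A test of the difference itself by edgeR's quasi-likelihood test found genes whose change from day 0 differed between the cohorts. There were 344 on day 1 (273 higher and 71 lower in the high inoculum cohort), 593 on day 3 (399 higher and 194 lower in the high inoculum cohort), 982 on day 4 (293 higher and 689 lower in the high inoculum cohort), 456 on day 6 (175 higher and 281 lower in the high inoculum cohort) and 965 on day 8 (461 of them lower in the high inoculum cohort). The numbers rest on few dogs. Leaving out 1 dog moved them to between 154 (without low dog 1) and 375 (without high dog 3) on day 1, 192 (without low dog 2) and 608 (without high dog 1) on day 3, 551 (without low dog 1) and 1024 (without high dog 1) on day 4, 34 (without low dog 2) and 1158 (without high dog 1) on day 6, and 167 (without low dog 1) and 1684 (without high dog 1) on day 8. After thinning to equal totals at least 94.92% of the genes of each day kept the direction. Such libraries still differ 6.55-fold in effective size, so that test leaves depth and a difference between the cohorts, which cannot be told apart by it. Thinning to equal effective sizes was chosen after seeing this, and at least 94.96% kept the direction, but only 133 of 344, 173 of 593, 489 of 982, 67 of 456 and 261 of 965 genes were still called by edgeR. With library sizes without the 3 largest genes 100% kept the direction, and 277 of 344, 532 of 593, 647 of 982, 397 of 456 and 789 of 965 genes were still called. The genes were picked for called differences above 1 in the same libraries, so kept directions decide little in these tests, and depth, a few large genes and a difference between the cohorts cannot be told apart by them. Without the day 0 libraries at least 91.45% were called in the same direction, which argues against unlike day 0 libraries as the whole cause. On day 8 the split turned with the dog as a block, to 478 higher and 697 lower in the high inoculum cohort, with edgeR's likelihood ratio test, to 537 and 604, and without low dog 1, to 74 and 93. On day 6 it turned without high dog 2, to 35 and 24, and after thinning to equal totals, to 58 and 51. With scaling by total counts only the split turned on 3 days. It became 177 higher and 1436 lower on day 3, 8948 and 31 on day 4 and 76 and 51 on day 6. That scaling moved the median log2 fold change of all tested genes to -2.58 on low day 4 and -1.18 on high day 3. The splits of days 3 and 4 therefore follow a shift of all genes and do not test the direction of single genes. Thinning keeps the shares of the genes, so loss of material before sequencing stays open.

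The cohorts differ in inoculum and in time since the onset of parasitemia. Of the 344 genes of day 1, 0% were still called by edgeR when high day 1 was set against low day 3, and of the 593 genes of day 3, 10.29% (61 genes) when high day 3 was set against low day 4. A candidate explanation is therefore that the low inoculum cohort reaches the same changes later. The median size of the difference fell from 1.75 to 0.626 and from 1.77 to 0.717.

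Lists of genes also differed between the cohorts, by limma's camera and by fry, in 34 of 85 pairs of a list and a day. For 14 of them the absolute median difference was at most 1, and only the larger ones are given. The median difference in log2 fold change, high minus low, was 1.517 for MHC class I, -1.821 for cytotoxic lymphocyte, 2.926 for interferon-gamma response and 2.715 for interferon-stimulated antiviral on day 1. It was 2.245 for cytotoxic lymphocyte, 2.339 for erythrocyte membrane and gas exchange and 2.039 for heme biosynthesis on day 3. It was -2.839 for erythrocyte membrane and gas exchange, -2.818 for heme biosynthesis, -1.059 for interferon-gamma response, -2.075 for interferon-stimulated antiviral, 1.59 for macrophage and 1.88 for neutrophil granule on day 4. It was -1.222 for B cell, 4.244 for neutrophil granule and -1.421 for platelet on day 6. It was -1.252 for T cell, 3.092 for neutrophil granule, 1.092 for pentose phosphate and -1.58 for platelet on day 8. With scaling by total counts only, the interferon-gamma response difference on day 4 became 1.32 and the interferon-stimulated antiviral difference 0.30, of the other sign. That scaling moved the median log2 fold change of all tested genes to -2.58 on low day 4 and -0.28 on high day 4. The change of sign therefore does not bear on these lists alone. The tests above were not run on each list, and no list difference is assigned to a cell type.

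Comparing 3 libraries with 3 allows 10 splits. On high days 1 and 3 the real split, 1 of 10, was the only one with as many called genes, and the other splits gave at most 3 and 0 genes by edgeR. With 10 splits the share cannot fall below 1 of 10, so the share alone cannot exclude chance. The real splits called 729 and 1856 genes, while the simulated unchanged cohorts had at most 1 called gene on any day. These sizes argue against chance, although the simulations leave out differences between dogs.

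Of the genes called in at least 1 comparison, 2351 are below 1 CPM in at least 1 group, so a filter in every group leaves them out. They are data that the paper's number of tested genes leaves out. Low counts limit such genes, and no technical or biological explanation was tested for their number.

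The 2 largest increases and decreases of each comparison among genes moving the same way in every dog come from 24 genes that the paper does not name. Among them are ACTC1, BOC, CAMP, CCL5, CCL8, CCR8, CLU, CP, ENSCAFG00000031147, ENSCAFG00000037662, ENSCAFG00000037909, ENSCAFG00000040102, GHR, HPX, IDO1, KLRB1, MAMDC2, MTUS2, OLIG1, OTOF, PKP1, SLC25A48 and TNFAIP6. Fitted fold changes of genes at 0 depend on the prior count. Against a floor of 3 counts over the group, PKP1 was at least 8.75-fold lower on low day 4 and at least 18.5-fold lower on high day 3, MTUS2 at least 4.44-fold lower on low day 4, CCR8 at least 7.64-fold lower on high day 3, and HPX and BOC at least 12.2-fold and 12.4-fold lower on high day 4. GHR was at least 22.0-fold and 16.4-fold lower on high days 6 and 8. IDO1 had 1 count on high day 0, and its ratio on high day 1 was 9207-fold (95% counting interval 1652 to 363700). Counting intervals cover counting error only. All 24 genes were below 1 CPM in at least 1 group. A filter in every group, which leaves the number of genes the paper tests, therefore leaves them out. No explanation was tested for their changes as a set.

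In low day 4, high day 3 and high day 4 together, 22 genes were raised over 16-fold, and 14 of them had a mean count of 30 or more over the 7 libraries. Of these 14, 6 had raw counts within a factor of 2 over libraries whose effective sizes differ 4.55-fold, against 5 of 6175 other genes (Fisher's exact test over genes, p = 1.77e-14). They are ACTC1, HSPA2, ENSCAFG00000029550, ENSCAFG00000007869, ENSCAFG00000018652 and ENSCAFG00000016263, and were chosen after their values were seen. Parasite reads counted on canine genes are a candidate explanation for these 6, since their counts do not follow the canine depth (slopes of -0.265 to 0.152). For the other 8 genes the median slope was 1.096 and the slopes ran from 0.306 to 2.109, with CLU at 0.306 and CD209 at 0.359 lowest. Over all genes the median was 1.03 and the 1st percentile 0.311. In CD274, ACOD1, ENSCAFG00000001138, CA1, TNFAIP6 and IDO1 the slopes ran from 1.024 to 2.109, so their counts follow the canine depth. This argues against parasite reads for these genes, although some had few counts in a library, with 4 as the lowest for IDO1. Parasite reads and a canine response cannot be told apart for CLU and CD209. On day 0 ACTC1 had 1 to 58 counts against 1088 to 1484 in the 7 libraries, ENSCAFG00000029550 2 to 20 against 200 to 283, ENSCAFG00000018652 212 to 276 against 1530 to 1758 and ENSCAFG00000007869 18 to 54 against 73 to 116, so a background shared by all libraries does not give their rise. HSPA2, with 307 to 497 against 493 to 896, and ENSCAFG00000016263, with 292 to 537 against 478 to 680, had counts of a similar level without parasites, so such a background stays open for these 2. The reads were not examined.

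A list of genes conserved across eukaryotes was written before the data were examined. Its median log2 fold change, 0.452 on low day 4, 0.298 on high day 3 and 0.244 on high day 4, lay above 95% of 10000 random lists in 3 of 3 peak groups. It also did so in 2 groups of days 6 and 8, after treatment. The slope of these genes on depth was 0.993, within the 0.967 to 1.10 of random lists. Parasite reads and a canine response cannot be told apart for this list, because parasite reads on each gene were not counted.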

How the results depend on the processing

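The alternatives were set before the data were examined, apart from 6 that were chosen after seeing the data: the filter in every group for the correlations, components and day pairs, centring on TMM-scaled values, the combined setting of the cohort alone with the filter in every group and no robust estimation, that setting with day 0 as a further point, the replicate block with 2 libraries exchanged, and thinning to equal effective sizes for the differences between the cohorts. Where a value changed, the cause was not tested, except that a filter in every group tests fewer genes and that leaving out a dog leaves fewer libraries. Leaving out a dog leaves some groups with 1 library, which is assumed to vary like the other groups.

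Of 1070 pairs of a named gene and a comparison, 694 were called. Changes of sign were counted only for pairs called in the fit of all libraries or under the other setting. No such pair changed sign under 16 of the 18 other settings set before the data were examined, 1 of which tested 83 of the 107 genes and 1 of which tested 106. Among the others, 32 such pairs changed sign with scaling by total counts only and 2 with every library thinned to equal totals. The 32 all lie on low day 4 or high day 3. There that scaling moved the median log2 fold change of all tested genes to -2.58 and -1.18, so they do not test these genes alone. The number of the 694 that stayed called was lowest at 477, with every library thinned to equal totals. With the replicate block 29 of the 694 were no longer called and 24 other pairs were. Of the 111 called pairs of a list and a comparison, 104 stayed called with scaling by total counts only, where the median of 17 changed sign, 103 with the filter in every group, 102 with fry and 21 with the correlation estimated by camera.

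Scaling by total counts only moved the median log2 fold change of all tested genes to -0.50 (low day 3), -2.58 (low day 4), 0.10 (low day 6), -0.37 (low day 8), -0.39 (high day 1), -1.18 (high day 3), -0.28 (high day 4), 0.10 (high day 6) and -0.44 (high day 8). With that scaling the called genes split into 99 up and 719 down (low day 3), 210 up and 10930 down (low day 4), 819 up and 429 down (low day 6), 258 up and 350 down (low day 8), 246 up and 867 down (high day 1), 313 up and 7163 down (high day 3), 1294 up and 1148 down (high day 6) and 443 up and 2419 down (high day 8). With RLE scaling the split on high day 4 was 996 up and 982 down.

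With the logarithm of CPM plus 1, the values became 0.989 (day 0 and low day 1) and 0.989 (high day 1 and low day 3) for mean r between libraries. The CPM logarithm also gave 94.9% (PC1) and 1.73% (PC2) for share of variance.

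With every library thinned to equal totals, the values became 0.945 (day 0 and low day 1) and 0.944 (high day 1 and low day 3) for mean r between libraries. Thinning also gave 91.3% (PC1) and 1.68% (PC2) for share of variance, and 3 (day 1), 167 (day 3), 927 (day 4), 650 (day 6) and 312 (day 8) for called genes in the low inoculum cohort. There were also 388 (day 1), 1104 (day 3), 1400 (day 6) and 1124 (day 8) for called genes in the high inoculum cohort, and 1524 (on any day in the low inoculum cohort), 3070 (on any day in the high inoculum cohort), 7 (on every day from day 3 in the low inoculum cohort), 43 (on every day in the high inoculum cohort) and 3 (on every day in both cohorts) for genes called over several days. Further values were 156 (day 1), 184 (day 3), 443 (day 4), 109 (day 6) and 352 (day 8) for genes whose change differs between the cohorts, and 0.276 (low day 3 and high day 1), 0.425 (low day 4 and high day 3), 0.451 (low day 6 and high day 6) and 0.324 (low day 8 and high day 8) for r of log2 fold changes. Next came 548 (cluster 1 low), 487 (cluster 2 low) and 814 (cluster 3 high) for genes per cluster, and 0.274 (high inoculum cohort) for mean silhouette width. The last were -0.90 (TIGIT on low day 4) and -0.12 (KLRB1 on high day 3) for log2 fold change.

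With Spearman's coefficient, the values became 0.989 (day 0 and low day 1) and 0.988 (high day 1 and low day 3) for mean r between libraries.

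With no expression filter, the values became 94.3% (PC1) and 1.72% (PC2) for share of variance. Testing without a filter also gave 2249 (cluster 1 high) and 1002 (cluster 3 high) for genes per cluster.

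With the filter in every group, which tests fewer genes, the values became 92.4% (PC1) and 2.84% (PC2) for share of variance. Filtering in every group also gave 234 (day 3), 1182 (day 4), 611 (day 6) and 380 (day 8) for called genes in the low inoculum cohort, and 363 (day 1), 1020 (day 3), 1345 (day 4), 1191 (day 6) and 1044 (day 8) for called genes in the high inoculum cohort. There were also 1599 (on any day in the low inoculum cohort), 2475 (on any day in the high inoculum cohort), 22 (on every day from day 3 in the low inoculum cohort), 53 (on every day in the high inoculum cohort) and 11 (on every day in both cohorts) for genes called over several days, and 286 (day 6) for genes whose change differs between the cohorts. Further values were 0.873 (low day 3 and high day 1), 0.896 (low day 4 and high day 3) and 0.578 (low day 8 and high day 8) for r of log2 fold changes, and 570 (cluster 1 low), 705 (cluster 2 low), 324 (cluster 3 low), 712 (cluster 1 high), 671 (cluster 2 high) and 1092 (cluster 3 high) for genes per cluster.

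With each gene centred, the values became 65.5% (PC1) and 12.2% (PC2) for share of variance.

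With each gene centred on TMM-scaled values, chosen after seeing the data, the values became 33.1% (PC1) and 13.5% (PC2) for share of variance.

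With a fit of each pair of groups alone, the value became 1 (day 1) for called genes in the low inoculum cohort. Fitting pairs of groups also gave 337 (cluster 3 low), 1996 (cluster 1 high) and 582 (cluster 3 high) for genes per cluster.

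With a fit of each cohort alone, the value became 5 (day 1) for called genes in the low inoculum cohort. Fitting cohorts apart also gave 401 (cluster 3 low) for genes per cluster.

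With DESeq2, the value became 26 (day 1) for called genes in the low inoculum cohort. DESeq2 also gave 0.818 (low day 4 and high day 3) for r of log2 fold changes.

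With edgeR's likelihood ratio test, the value became 13 (day 1) for called genes in the low inoculum cohort. The likelihood ratio test also gave 438 (cluster 3 low), 1962 (cluster 1 high) and 1003 (cluster 2 high) for genes per cluster.

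With the replicate block, the dog as a block in the fit, the value became 1 (day 1) for called genes in the low inoculum cohort. The replicate block also gave 717 (day 6) for genes whose change differs between the cohorts, and 423 (cluster 3 low), 2312 (cluster 1 high) and 421 (cluster 3 high) for genes per cluster.

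With the cohort alone, the filter in every group and no robust estimation, chosen after seeing the data, the values became 4 (day 1), 236 (day 3), 1189 (day 4), 609 (day 6) and 402 (day 8) for called genes in the low inoculum cohort. The combined setting also gave 360 (day 1), 1019 (day 3), 1321 (day 4), 1190 (day 6) and 1036 (day 8) for called genes in the high inoculum cohort, and 1614 (on any day in the low inoculum cohort), 2455 (on any day in the high inoculum cohort), 26 (on every day from day 3 in the low inoculum cohort), 52 (on every day in the high inoculum cohort) and 12 (on every day in both cohorts) for genes called over several days. There were also 0.507 (low inoculum cohort) and 0.345 (high inoculum cohort) for mean silhouette width, and 427 (cluster 1 low), 293 (cluster 3 low), 973 (cluster 2 high) and 486 (cluster 3 high) for genes per cluster.

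With scaling by total counts only, the values became 818 (day 3) and 11140 (day 4) for called genes in the low inoculum cohort. Total counts scaling also gave 1113 (day 1) and 7476 (day 3) for called genes in the high inoculum cohort, and 11403 (on any day in the low inoculum cohort), 8960 (on any day in the high inoculum cohort), 161 (on every day from day 3 in the low inoculum cohort), 228 (on every day in the high inoculum cohort) and 78 (on every day in both cohorts) for genes called over several days. There were also 185 (day 1), 1613 (day 3), 8979 (day 4), 127 (day 6) and 270 (day 8) for genes whose change differs between the cohorts, and 1.32 (interferon-gamma response on day 4) and 0.30 (interferon-stimulated antiviral on day 4) for difference between the cohorts. Further values were -1.54 (DLA-88 on low day 4), -1.52 (DLA-64 on low day 4), -0.62 (SLC24A3 on low day 4), -0.72 (PRNP on low day 4), -0.35 (GPR84 on low day 4), -0.28 (GZMA on low day 4), -0.86 (IL1B on low day 4), -0.98 (TKT on low day 4), -0.74 (BCL2L15 on low day 4), -0.69 (SPP1 on low day 4), -0.29 (MX1 on low day 4), -1.15 (TIGIT on low day 4), -0.35 (HLX on low day 4), -1.06 (NCF1 on low day 4), -0.16 (KLRD1 on low day 4), -1.996 (KLRB1 on low day 4), -1.56 (LTF on low day 4), -1.04 (PLA2G4A on low day 4), -0.56 (EHD1 on low day 4), -0.61 (DMXL2 on low day 4), -1.12 (RBM47 on low day 4), -0.27 (PSTPIP2 on low day 4), -0.20 (SNX7 on low day 4), -1.37 (OASL ENSCAFG00000024447 on low day 4), -0.86 (KBTBD7 on low day 4), -0.26 (FADS1 on low day 4), -1.41 (DLA-12 on low day 4), -0.0957 (ENSCAFG00000034132 on low day 4), -2.19 (ENSCAFG00000037909 on low day 4), -0.11 (DLA-88 on high day 3), -0.0490 (KLRB1 on high day 3) and -0.00360 (RBM47 on high day 3) for log2 fold change.

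With no fold change minimum, the values became 1339 (day 3), 4222 (day 4), 3729 (day 6) and 1639 (day 8) for called genes in the low inoculum cohort. Dropping the minimum also gave 3048 (day 1), 4619 (day 3), 3753 (day 4), 6206 (day 6) and 5984 (day 8) for called genes in the high inoculum cohort, and 6263 (on any day in the low inoculum cohort), 9243 (on any day in the high inoculum cohort), 280 (on every day from day 3 in the low inoculum cohort), 897 (on every day in the high inoculum cohort) and 167 (on every day in both cohorts) for genes called over several days. There were also 527 (day 1), 996 (day 3) and 2034 (day 8) for genes whose change differs between the cohorts.

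With the replicate block and the day 3 libraries of high dogs 2 and 3 exchanged, chosen after seeing the data, the value became 12 (on every day in both cohorts) for genes called over several days. That replicate block also gave 746 (day 6) for genes whose change differs between the cohorts, and 294 (cluster 3 low) and 1102 (cluster 2 high) for genes per cluster.

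Over the called genes alone, the values became 0.915 (low day 3 and high day 1), 0.797 (low day 4 and high day 3), 0.816 (low day 6 and high day 6) and 0.746 (low day 8 and high day 8) for r of log2 fold changes.

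With day 0 as a further point of the courses, the value became 0.502 (low inoculum cohort) for mean silhouette width.

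With 1 minus r as the distance, the values became 0.539 (low inoculum cohort) and 0.364 (high inoculum cohort) for mean silhouette width. That distance also gave 365 (cluster 3 low) and 941 (cluster 3 high) for genes per cluster.

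With 2 clusters, the values became 0.516 (low inoculum cohort) and 0.353 (high inoculum cohort) for mean silhouette width.

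With that combined setting and day 0 as a further point, chosen after seeing the data, the values became 0.515 (low inoculum cohort) and 0.397 (high inoculum cohort) for mean silhouette width. That setting with day 0 also gave 363 (cluster 1 low), 388 (cluster 3 low) and 390 (cluster 3 high) for genes per cluster.

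With RLE scaling, the value became 263 (cluster 3 low) for genes per cluster.

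With ward.D linkage, the values became 381 (cluster 3 low), 1952 (cluster 1 high) and 1077 (cluster 2 high) for genes per cluster. Ward.D also gave 0.318 (high inoculum cohort) for mean silhouette width.

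With complete linkage, the values became 235 (cluster 3 low), 2080 (cluster 1 high) and 563 (cluster 3 high) for genes per cluster. Complete linkage also gave 0.319 (high inoculum cohort) for mean silhouette width.

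With 4 clusters, the value became 0.284 (high inoculum cohort) for mean silhouette width.

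With filterByExpr, the value became 2153 (cluster 1 high) for genes per cluster.

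With fry, the value became 3 (low day 1) for gene lists called.

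With the correlation estimated by camera, the values became 0 (low day 1), 3 (low day 3), 3 (low day 4), 1 (low day 6), 1 (low day 8), 3 (high day 1), 4 (high day 3), 3 (high day 4), 2 (high day 6) and 1 (high day 8) for gene lists called.

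For share of variance, leaving out each dog in turn gave 93.7% to 94.6% (PC1, lowest without low dog 2, highest without high dog 2) and 1.87% to 2.04% (PC2, lowest without low dog 0, highest without high dog 1).

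For called genes in the low inoculum cohort, leaving out each dog in turn gave 0 to 4 (day 1, lowest without low dog 0, highest without high dog 2), 120 to 427 (day 3, lowest without low dog 1, highest without high dog 2, and 207 without low dog 2), 893 to 1434 (day 6, lowest without low dog 2, highest without high dog 2) and 393 to 809 (day 8, lowest without low dog 2, highest without high dog 2, and 426 without low dog 1).

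For genes called over several days, leaving out each dog in turn gave 5 to 61 (on every day from day 3 in the low inoculum cohort, lowest without low dog 1, highest without high dog 1, and 19 without low dog 0 and 20 without low dog 2) and 4 to 17 (on every day in both cohorts, lowest without low dog 1, highest without high dog 3, and 12 without low dog 0, 9 without low dog 2 and 10 without high dog 1).

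For genes whose change differs between the cohorts, leaving out each dog in turn gave 154 to 375 (day 1, lowest without low dog 1, highest without high dog 3, and 210 without low dog 2), 192 to 608 (day 3, lowest without low dog 2, highest without high dog 1, and 330 without low dog 1), 551 to 1024 (day 4, lowest without low dog 1, highest without high dog 1, and 594 without low dog 2), 34 to 1158 (day 6, lowest without low dog 2, highest without high dog 1, and 110 without low dog 1, 59 without high dog 2 and 263 without high dog 3) and 167 to 1684 (day 8, lowest without low dog 1, highest without high dog 1, and 310 without low dog 2 and 587 without high dog 2).

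For r of log2 fold changes, leaving out each dog in turn gave 0.707 to 0.830 (low day 3 and high day 1, lowest without low dog 2, highest without high dog 2), 0.564 to 0.731 (low day 4 and high day 3, lowest without low dog 1, highest without low dog 0), 0.687 to 0.792 (low day 6 and high day 6, lowest without high dog 1, highest without high dog 2) and 0.565 to 0.664 (low day 8 and high day 8, lowest without low dog 2, highest without high dog 2).

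For mean silhouette width, leaving out each dog in turn gave 0.431 to 0.520 (low inoculum cohort, lowest without high dog 1, highest without low dog 2) and 0.288 to 0.332 (high inoculum cohort, lowest without low dog 2, highest without high dog 1).

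For genes per cluster, leaving out each dog in turn gave 629 to 1361 (cluster 1 low, lowest without low dog 1, highest without high dog 3), 265 to 670 (cluster 3 low, lowest without low dog 1, highest without high dog 2, and 480 without low dog 0, 356 without low dog 2 and 416 without high dog 1), 792 to 1717 (cluster 1 high, lowest without low dog 2, highest without low dog 0), 1128 to 2011 (cluster 2 high, lowest without low dog 0, highest without low dog 2) and 914 to 2142 (cluster 3 high, lowest without high dog 2, highest without low dog 1, and 1084 without high dog 3).

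Some settings give no value. Clusters were not run with scaling by total counts only, nor with no fold change minimum. Gene lists were not run with the likelihood ratio test. Differences between the cohorts need both cohorts in the fit, so the fits of a cohort or of 2 groups give none.

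Depth limits the days of peak parasitemia. Their 7 libraries hold at most 15520273 counts, and thinning every library to the smallest total lowered the number of called genes on all days with calls, to 167 on low day 3 and 1554 on high day 4. The best matching pairs of days by Pearson's r did not change in any setting run for them. With Spearman's coefficient the closest day to low day 6 became high day 3, at 0.739 against 0.734 for high day 6. With the filter in every group high day 3 was also closest to low day 8, at 0.559 against 0.475 for high day 8. The same held without high dog 1, at 0.522 against 0.454, and without low dog 2, at 0.478 against 0.459.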

Differences from the paper's values

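The numbers of differentially expressed genes differ by more than 1.5 times on most days. Within the low inoculum cohort they were 0 against the paper's 4 (low day 1), 363 against the paper's 236 (low day 3), 1940 against the paper's 1189 (low day 4), 1412 against the paper's 609 (low day 6) and 772 against the paper's 402 (low day 8). On low day 1 edgeR's quasi-likelihood test left 1271 genes at an unadjusted p under 0.05, and DESeq2 called 26 genes and the likelihood ratio test 13. In the high inoculum cohort they were 729 against the paper's 360 (high day 1), 1856 against the paper's 1019 (high day 3), 2023 against the paper's 1321 (high day 4), 2529 against the paper's 1190 (high day 6) and 2247 against the paper's 1036 (high day 8).

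For up-regulated genes the values were 0 against the paper's 1 (low day 1), 771 against the paper's 430 (low day 6), 623 against the paper's 367 (low day 8), 1040 against the paper's 661 (high day 6) and 1001 against the paper's 617 (high day 8). For down-regulated genes they were 0 against the paper's 3 (low day 1), 102 against the paper's 43 (low day 3), 789 against the paper's 333 (low day 4), 641 against the paper's 179 (low day 6), 149 against the paper's 35 (low day 8), 302 against the paper's 70 (high day 1), 860 against the paper's 268 (high day 3), 1108 against the paper's 568 (high day 4), 1489 against the paper's 529 (high day 6) and 1246 against the paper's 419 (high day 8).

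Over several days the numbers were 2977 against the paper's 1614 (low union), 4627 against the paper's 2455 (high union), 50 against the paper's 26 (low every day from day 3), 91 against the paper's 52 (high every day) and 22 against the paper's 12 (both every day). The silhouette widths were -0.0321 against the paper's 0.50 (low cluster 3), 0.436 against the paper's 0.57 (low mean), 0.336 against the paper's 0.51 (high cluster 1), 0.298 against the paper's 0.49 (high cluster 3) and 0.301 against the paper's 0.40 (high mean). The paper's text prints the high inoculum widths as 0.28, 0.49 and 0.51 without cluster numbers, and the pairing used here is not stated in it. In the printed order cluster 1 would have 0.28, cluster 2 0.49 and cluster 3 0.51. The cluster sizes were 993 against about 470 in Fig. 5, read by eye (low cluster 1), 732 against about 240 in Fig. 5, read by eye (low cluster 3) and 1666 against about 390 in Fig. 5, read by eye (high cluster 3).

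Of these 38 values, 30 no longer differ with the filter in every group, which leaves the number of genes the paper tests. Those that still differ there are called low day 1, up low day 1, down low day 1, width low mean, width high cluster 1, width high cluster 3, width high mean and size high cluster 3. After thinning to equal totals 26 no longer differ, and those left are up low day 1, down low day 3, down high day 3, low every day from day 3, both every day, width low cluster 3, width low mean, width high cluster 1, width high cluster 3, width high mean, size low cluster 3 and size high cluster 3.

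The other alternatives set before the data were examined under which some of the values no longer differ are without low dog 2 (14 of 38: called low day 3, down low day 3, called low day 4, called low day 6, up low day 6, called low day 8, up low day 8, called high day 4, up high day 6, low union, low every day from day 3, both every day, width high cluster 1 and size low cluster 3), without low dog 1 (11 of 38: called low day 4, down low day 4, called low day 8, up low day 8, down low day 8, called high day 4, down high day 4, low union, width low cluster 3, size low cluster 1 and size low cluster 3), without high dog 2 (10 of 38: called low day 1, up low day 1, down low day 1, called high day 4, down high day 4, up high day 6, up high day 8, high every day, both every day and width high cluster 1), without low dog 0 (9 of 38: called low day 3, down low day 3, called low day 4, called low day 8, up low day 8, called high day 4, low every day from day 3, both every day and width high cluster 1), without high dog 3 (6 of 38: called high day 4, up high day 6, up high day 8, high every day, both every day and width high cluster 1), without high dog 1 (4 of 38: down low day 1, called high day 4, down high day 4 and both every day), the fit of each cohort alone (6 of 38: called low day 1, up low day 1, down low day 1, called high day 4, down high day 4 and width high cluster 1), the fit of each pair of groups alone (5 of 38: up low day 1, called high day 4, width high cluster 3, size low cluster 3 and size high cluster 3), the replicate block (4 of 38: up high day 6, both every day, width high cluster 3 and size high cluster 3), RLE scaling (3 of 38: called high day 4, width low cluster 3 and size low cluster 3), scaling by total counts only (3 of 30: up low day 8, called high day 4 and up high day 8), DESeq2 (2 of 38: called high day 4 and down high day 4), complete linkage (4 of 8: width low cluster 3, width high cluster 3, size low cluster 3 and size high cluster 3), a distance of 1 minus r (3 of 8: width low cluster 3, width low mean and width high cluster 1) and day 0 in the courses (1 of 8: width high cluster 1). The rest of the values differ in each of these. With edgeR's likelihood ratio test, no expression filter, filterByExpr, no fold change minimum, ward.D linkage, 2 clusters and 4 clusters, each value computed still differs.

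The count of genes passing the filter is 11850 here and 8001 with the filter in every group, the number that the paper writes out in words. A combination of the cohort alone with the filter in every group and no robust estimation was chosen after seeing the values, because it came to the paper's counts. It gives the paper's own number for 35 of the 49 values it was run for, among them every count of called, up-regulated and down-regulated genes and all 5 numbers over several days. It leaves 5 of the 38 differing. Of the genes the paper names as called on every day, this combination chosen after seeing the values drops 0 of 26 in Fig. 5C, 1 of the 44 found in the table of Fig. 5F and 0 of 12 in Table S2, where the fit of all libraries finds 21, 40 and 11. With day 0 as a further point, also chosen after seeing the values and with the same genes dropped, 5 of the 8 differing cluster values no longer differ, and the clusters hold 893, 1172 and 390 genes in the high and 363, 863 and 388 genes in the low inoculum cohort. The mean silhouette width of the high inoculum cohort is then 0.397. The replicate block with the day 3 libraries of high dogs 2 and 3 exchanged, chosen after seeing the values, closes 4 of the 38, and its effect on the named genes was not counted.

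The paper places genes in clusters, and among those for which it states the cohort 44 of 50 genes in the low inoculum cohort and 44 of 62 in the high inoculum cohort have the same cluster number. With the combination and day 0 as a further point, chosen after seeing the values, it is 46 and 60. In the low inoculum cohort CCR7, DDR1 and TCF7 are in cluster 3 in place of 1, and IL1B, LTF and SLC24A3 in cluster 3 in place of 2. For the high inoculum cohort CCR7 and IL7R are in cluster 2 in place of 1, and HLX, ITGAX and LTF in cluster 3 in place of 2. There CASP4, DDX58, DDX60, IFGGC1, ISG15, LGALS9, MX1, OAS1, OAS2, the 2 identifiers of OASL1, PLA2G4A and RSAD2 are in cluster 1 in place of 2. Of all these, ITGAX in the high and LTF in both cohorts keep a number unlike the paper's in the setting chosen after seeing the values, which also puts CD5L, KLRD1 and TIGIT of the low inoculum cohort in cluster 3 in place of 2. Of the genes placed without a cohort and not counted above, ACOD1, ALAS2, KLF1, SPTB and UROD are in cluster 2 in both cohorts, and TNFAIP2 in cluster 1 in place of 2 in the high inoculum cohort and in cluster 2 in the setting chosen after seeing the values.

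The paper places IL1B in cluster 2, the genes that rose. Here IL1B is in cluster 3 in the low inoculum cohort, at 1.60 on day 3 and 1.70 on day 4, then -1.33 on day 6 and -1.71 on day 8, and in cluster 2 in the high inoculum cohort. The combination chosen after seeing the values puts it in cluster 2 in both. The paper states that of the MHC class I genes only DLA-12, in the low inoculum cohort, reached the fold change threshold. Here DLA-12 is called there on days 4 and 6, at 1.11 and 1.12, and in the high inoculum cohort on day 1, at 1.03. DLA-88 is called on 2 days in the high inoculum cohort, at 1.10 on day 1 and 1.01 on day 3, and DLA-64 on day 4 in the low inoculum cohort, at 1.004.

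ISG15 is in the paper's Table S2 of genes called on every day and is not called on day 8 in the low inoculum cohort here, at 1.39. It is called there with DESeq2, the likelihood ratio test, the fits of a cohort or of 2 groups, without high dog 3, and in the combination chosen after seeing the values. The other 11 genes of Table S2 are called in each comparison.

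For cholesterol metabolism the paper reports enrichment on days 3 and 4 in the low inoculum cohort, by a test of pathway annotations that was not repeated. The list of cholesterol biosynthesis genes has a median log2 fold change of 0.02 on day 3 and 0.61 on day 4.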

Other observations

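All the tests in this part were chosen only after the results were seen.

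Over 60 dog-specific genes, 15 of 17 libraries of days 3 to 8 were closest to the dog of their label on days 0 and 1. The other 2 are the day 3 libraries of high dogs 2 and 3. With these 2 exchanged the mean correlation of the 3 day 3 libraries with the dogs was 0.629, against 0.196 as labelled, the highest of the 6 orders. Exchanged labels are a candidate explanation. A response of these genes to infection is argued against, since 3 of the 3 later libraries of high dog 2 were closest to that dog on days 0 and 1. All values use the labels as given. Each group holds the same libraries either way, but values that follow a dog, such as the same direction in every dog on high day 3 and the fits without high dog 2 or 3, would change with an exchange.

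Genes silent in 1 dog on days 0 and 1 and expressed in the other dogs were sought, because the dogs received blood on day 4. Of these there were 3, IFIT3 in low dog 1 and ZPBP and ENSCAFG00000003358 in high dog 1. Their median level on days 6 and 8 was 0% of the mean of the other dogs, and the pooled count allows a share of up to 0.591%. With 3 genes in 2 dogs, donor transcripts and their absence cannot be told apart, because the donors' own levels are unknown.

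Comparisons with the same day 0 libraries share chance values. In 10 simulations of unchanged groups against shared day 0 groups, the mean silhouette width of 3 clusters was 0.133 to 0.221 in the low inoculum cohort. Of these, 0 of 10 reached the observed 0.436, which argues against unchanged genes drawn apart for each library there. The simulations leave out differences between dogs, while libraries of 1 dog had a mean r of 0.310. Clusters of unchanged genes that differ between dogs therefore stay open. Within the high inoculum cohort the simulated width was 0.256 to 0.318, and 1 of 10 reached the observed 0.301. The genes of the combined setting, with day 0 as a further point, were chosen after seeing the data. For them the simulated widths were 0.163 to 0.202 in this cohort, and 0 of 10 reached the observed 0.397. The simulated fold changes came from the fit of all libraries, while the observed ones came from the combined setting. The 0.397 is therefore not set against a like simulation. Clusters of changed and of unchanged genes cannot be told apart by the width in the high inoculum cohort, since the 2 settings differ.

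The day 0 libraries of the cohorts differed in 2 genes by edgeR, with 147 at an unadjusted p under 0.05. Transcripts of cytokines were read after the other results. CXCL10 had a log2 fold change of 5.34 on low day 4 and 5.81 on high day 1, and CCL8 of 5.42 on low day 3 and 6.69 on high day 1. TNF was at 1.74 on low day 4, 1.96 on high day 3 and 2.96 on high day 4, and was called down on high day 6, at -1.005, with -0.99 on high day 8. IL10 was at 2.43 on low day 4, 2.71 on low day 6 and 2.63 on high day 3. IL6, CCL2, IFNG, CXCL1 and CSF2 are not listed in the table by symbol.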
